# Isolation and differential transcriptome of vascular smooth muscle cells and mid-capillary pericytes from the rat brain

**DOI:** 10.1038/s41598-018-30739-5

**Published:** 2018-08-16

**Authors:** Stéphanie Chasseigneaux, Yasmine Moraca, Véronique Cochois-Guégan, Anne-Cécile Boulay, Alice Gilbert, Stéphane Le Crom, Corinne Blugeon, Cyril Firmo, Salvatore Cisternino, Jean-Louis Laplanche, Emmanuel Curis, Xavier Declèves, Bruno Saubaméa

## Abstract

Brain mural cells form a heterogeneous family which significantly contributes to the maintenance of the blood-brain barrier and regulation of the cerebral blood flow. Current procedures to isolate them cannot specifically separate their distinct subtypes, in particular vascular smooth muscle cells (VSMCs) and mid-capillary pericytes (mcPCs), which differ among others by their expression of smooth muscle actin (SMA). We herein describe an innovative method allowing SMA^+^ VSMCs and SMA^−^ mcPCs to be freshly isolated from the rat cerebral cortex. Using differential RNA-Seq analysis, we then reveal the specific gene expression profile of each subtype. Our results refine the current description of the role of VSMCs in parenchymal cortical arterioles at the molecular level and provide a unique platform to identify the molecular mechanisms underlying the specific functions of mcPCs in the brain vasculature.

## Introduction

As in all vascular beds, brain mural cells are classically defined as the only cells to be entirely embedded in the vascular basement membrane^1^. They are mesenchymal cells that, in the brain, are mostly derived from the neural crests^2,3^. On the basis of their morphology, segmental localization and expression of the smooth muscle actin isoform SMA, several closely related subtypes have been identified in the adult brain, the most abundant ones being the mid-capillary pericytes (mcPCs) and vascular smooth muscle cells (VSMCs)^4–6^. mcPCs are SMA^−^ and can be further subdivided into the morphologically distinct mesh and thin-strand pericytes, while VSMCs are the typical SMA^+^ contractile cells associated with parenchymal arterioles (PAs). Much less abundant subtypes include SMA^+^ ensheathing pericytes, which are uniquely associated with the first downstream vessels branching off PAs (sometimes termed pre-capillary arterioles) and venular pericytes, which display a low SMA expression and are localized only in exiting venules.

Besides their role in vascular development and angiogenesis in the embryonic brain, mural cells make essential contribution to the cerebrovascular physiology in the adult brain^1,7,8^. VSMCs directly participate in the autoregulation of the cerebral blood flow (CBF) and functional hyperaemia^9,10^. Recently, a subset of pericytes, likely corresponding to the contractile SMA^+^ ensheathing pericytes, has also been shown to be pivotal in functional hyperaemia^4,11,12^. By contrast, mcPCs do not significantly contribute to spontaneous vasomotion or CBF regulation, at least by changing the capillary diameter and in physiological conditions^6,13,14^. Instead, they are suspected to be essential for the maintenance of the blood-brain barrier (BBB), clearance of toxic products and regulation of neuroinflammatory processes^8,15–18^. The molecular mechanisms underlying these functions remain however poorly characterized.

A major obstacle in studies of brain mural cells is the difficulty to specifically isolate, identify or genetically target their distinct subtypes since they share the expression of many specific markers such as PDGFRβ, NG2 or RGS5^5,6,19^. Therefore, although they identified several useful markers of brain mural cells such as *Rgs5*, *Abcc9*, *Kcnj8* or *Vtn*, most previous transcriptomic studies^15,20–24^ could not reveal the specific gene expression profiles of distinct subtypes, hampering the characterization of their specific functions. By contrast, one single-cell transcriptomic study has very recently shown that two main subclasses of mural cells, associated respectively with the arterial/arteriolar or capillary/venous segments of the vasculature, can be distinguished in the mouse brain on the basis of their specific gene expression profile^25^.

In the present study, we designed an innovative combination of enzymatic digestion and magnetic-activated cell sorting (MACS) to separately isolate SMA^+^ VSMCs and SMA^−^ mcPCs from the rat brain cortex. Using RNA-Seq, we show that each cell type displays a specific transcriptomic signature and identify genes highly enriched in each cell type as compared to the other. By providing the first gene expression profile of intra-parenchymal VSMCs in the rat brain, our results bring new insight into the molecular mechanisms underlying major functions of cortical PAs such as CBF regulation. This study also identifies numerous genes highly enriched in mcPCs as compared to VSMCs, some of them pointing to specific functions such as cell-cell communications within the neurovascular unit or clearance of toxic products. Our results shed new light upon the heterogeneity among brain mural cells and provide a unique molecular platform, which should be a valuable resource for understanding the specific functions supported by mcPCs and VSMCs in the rodent brain.

## Results

### Arterioles and mid-capillary brain mural cells can be separately isolated from the rat brain

To separately isolate brain mural cells associated with the PAs *vs* mid-capillary bed, we reasoned that PAs should be more resistant to enzymatic dissociation than capillaries, due to their thicker wall and basal lamina. To test this hypothesis, we digested meninges-free brain cortices with the mild enzyme Liberase DL and passed the resulting homogenate on a 10 µm mesh filter. As revealed by phase-contrast microscopy, the material retained on the filter consisted mostly of undigested arterioles (easily identified by their coverage with highly refringent, circumferentially oriented VSMCs) and proximal segments of first downstream vessels. By contrast, the filtrate contained only isolated cells with occasional stretches of 2–3 endothelial cells still attached (Fig. 1B). These results suggested that the enzymatic digestion by Liberase DL was able to completely dissociate the brain parenchyma and mid-capillary bed while leaving brain arterioles mostly intact. Therefore, we designed a cell sorting method to isolate mural cells associated to either vascular segment (see flowchart in Fig. 1A).

**Figure 1:**
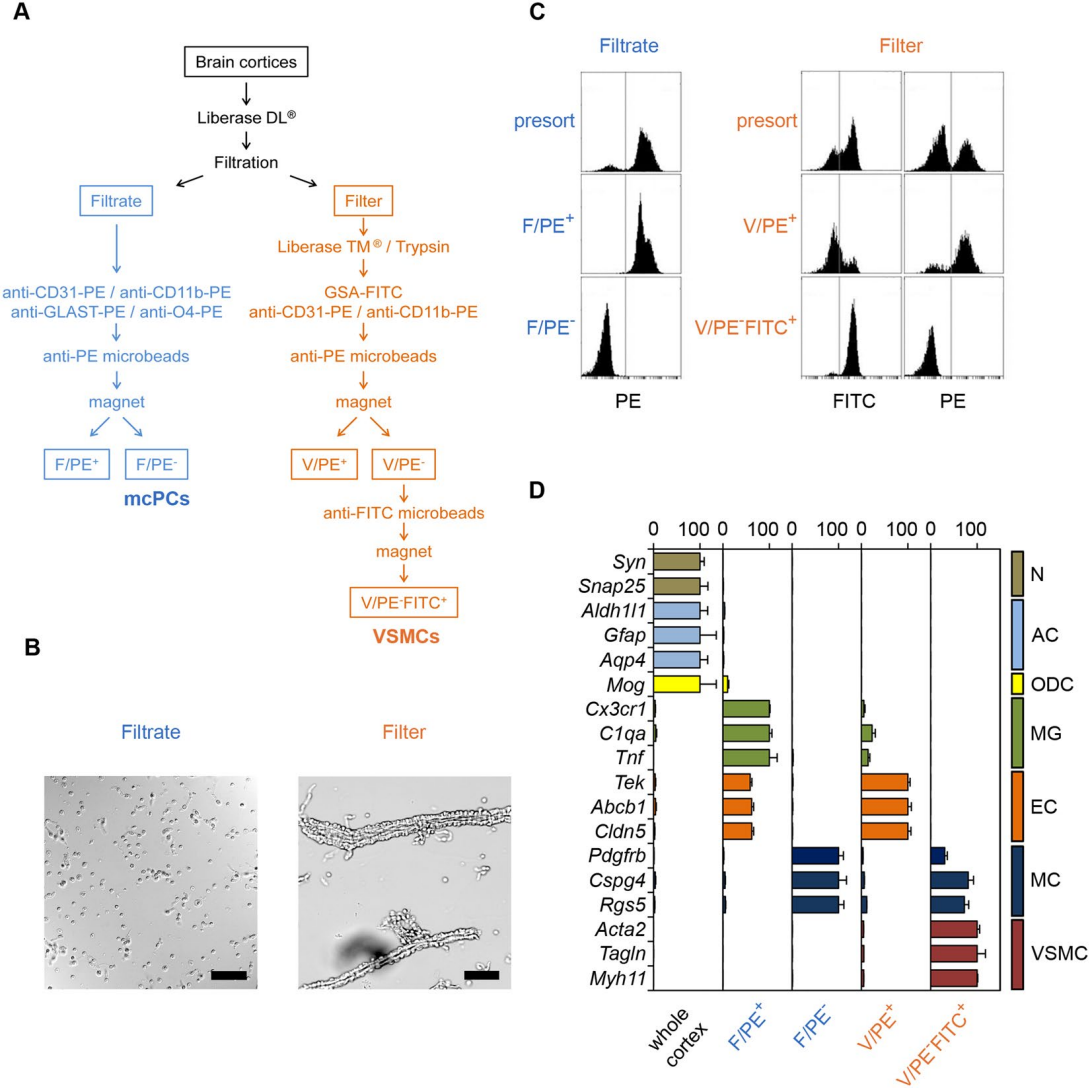
VSMCs and mcPCs can be selectively sorted from the rat cerebral cortex. (**A**) Simplified flowchart of the procedure used to isolate brain mural cells from the mid-capillary bed (Filtrate) and parenchymal arterioles (Filter). mcPCs and VSMCs are recovered in the fractions F/PE^−^ and V/PE^−^FITC^+^, respectively. (**B**) Phase contrast microscopy of the filtrate and arterioles retained on the 10 µm mesh filter (scale bar 50 µm). (**C**) Flow cytometry analysis of magnetically sorted cells. PE fluorescence distribution of magnetically labeled cells from the filtrate before (presort) and after (F/PE^+^, F/PE^−^) magnetic sorting (left panel). FITC and PE fluorescence distributions of magnetically labeled cells from dissociated arterioles before (presort) and after (V/PE^+^, V/PE^-^FITC^+^) magnetic sorting (right panel). (**D**) qRT-PCR analysis confirms the nature and purity of magnetically sorted mural cells. Whole cortex and sorted fractions were analyzed for the relative expression of the indicated specific markers of neurons (N), astrocytes (AC), oligodendrocytes (ODC), microglia (MG), endothelial cells (EC), mural cells (MC) and vascular smooth muscle cells (VSMC). For each gene, values are normalized to the highest value across all samples (mean ± SEM from three independent experiments).

The filtrate was expected to contain vascular cells from the mid-capillary bed as well as brain parenchymal cells. Therefore, endothelial cells, microglia/perivascular macrophages, astrocytes and oligodendrocytes were labelled with Phycoerythrin (PE)-conjugated anti-CD31, anti-CD11b, anti-GLAST and anti-O4 antibodies respectively, followed by anti-PE magnetic microbeads and then removed from the filtrate by MACS (Fig. 1A). Neurons were expected to massively die during the procedure, as confirmed by further analysis (see below). Before MACS, 82.4 ± 3.4% of cells were PE^+^ and 17.6 ± 3.4% were PE^−^, as assessed in flow cytometry (Fig. 1C, left panel). Following MACS, the F/PE^+^ fraction was highly enriched in PE^+^ cells while the F/PE^−^ fraction was completely depleted of PE^+^ cells.

The fragments of arterioles were recovered from the filter and completely dissociated using the harsh enzymes Liberase TM and Trypsin. During preliminary experiments, we made the serendipitous observation that the lectin GSA-FITC from *Griffonia simplicifolia*, widely used to specifically label endothelial cells in the mouse brain^26^, did not stain rat brain endothelial cells. Indeed, flow cytometry analysis of cells after double labelling with GSA-FITC and anti-CD31-PE antibody revealed that GSA^+^ and CD31^+^ cells formed two distinct populations (see Supplementary Figure S1). Moreover further analysis of purified GSA-FITC^+^ cells showed that they were VSMCs (see qRT-PCR results below). Therefore, after complete dissociation of the arterioles, endothelial cells, microglia/perivascular macrophages and mural cells were labelled with the anti-CD31-PE antibody, anti-CD11b-PE antibody and lectin GSA-FITC respectively. PE-labelled and FITC-labelled cells were separated sequentially by MACS using anti-PE and anti-FITC magnetic microbeads (Fig. 1A). Before MACS, 57.9 ± 5.5% of cells were FITC^+^, whereas 29.4 ± 3.3% of cells were PE^+^ (Fig. 1C, right panel). Following MACS, the V/PE^+^ fraction was enriched in PE^+^ cells (73.5 ± 2.9%) while the V/PE^−^FITC^+^ fraction was completely depleted from PE^+^ cells and highly enriched in FITC^+^ cells (93.8 ± 0.6%).

### qRT-PCR analysis confirms that isolated cells are respectively VSMCs and mcPCs

The cellular composition of the sorted fractions was assessed by measuring the relative expression of specific cell markers *via* qRT-PCR (Fig. 1D). When compared to the whole cortex, all sorted fractions appeared strongly depleted of neurons, astrocytes and oligodendrocytes. As expected, endothelial and glial cells were collected in the F/PE^+^ and V/PE^+^ fractions while the F/PE^−^ and V/PE^−^FITC^+^ fractions were highly enriched in mural cells, as demonstrated by the expression of the pan-mural markers *Pdgfrb*, *Cspg4* and *Rgs5*. Interestingly, genes encoding contractile proteins including SMA (*Acta2*) were highly expressed in mural cells derived from arterioles (V/PE^−^FITC^+^) but almost undetectable in mural cells derived from the filtrate (F/PE^−^). Thus according to the established localization and SMA expression of mural cells in the rodent brain vasculature, cells from the V/PE^−^FITC^+^ fraction were identified as VSMCs (with a possible minor contribution from SMA^+^ ensheathing pericytes) and cells from the F/PE^−^ fraction were identified as mcPCs.

### VSMCs and mcPCs display specific transcriptomic signatures

The gene expression profile of isolated mcPCs and VSMCs was obtained through RNA-Seq. 

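Messenger RNA of 3 VSMC samples and 3 mcPC samples was sequenced, a VSMC and a mcPC sample from each of 3 isolations that each started from the cortices of 10 rats. VSMCs had been sorted positively from arterioles and mcPCs were the negatively sorted cells of the filtrate. Each library was sequenced in 4 runs. The authors estimated reads and TPM with Salmon on the rat cDNA set, summed them per gene with tximport, and compared mcPCs with VSMCs with DESeq2. The data used here are 1 table, which gives for each gene the authors' mean of each cell type and their comparison, with no value per sample. No SD between isolations can therefore be given, and the standard errors and adjusted p-values below are those of the authors' DESeq2 fit. The authors' mean counts are means per run, since 71.4% of those for VSMCs and 72.5% of those for mcPCs are whole multiples of 1 read over the 12 runs of a cell type. Summed over genes and over 4 runs they come to 62.0 M reads (M, 1e6) per VSMC sample and 48.0 M per mcPC sample. The paper states a depth of 65 ± 15 M reads per sample, counted before the reads were assigned to genes. The 95% intervals below were computed from the authors' LFC and standard error with the normal distribution. Normalization had a large part in these values. The authors' mean normalized counts sum to 44340166 in VSMCs and 66530078 in mcPCs, whereas TPM has the same total in each sample by definition. A few erythrocyte transcripts hold most of the mcPC TPM, so the log2 ratio of mean TPM (pseudocount 0.1) of the median gene of the final dataset is -1.88. For that reason TPM ratios are given below relative to that median, a choice made after the values were seen. They rest on the same reads, and centring comes close to the authors' own scale, so they are no independent check of the LFC.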

Normalized counts (in number of reads) and transcripts abundances (in transcripts per million, TPM) were estimated at the gene level and differential gene expression was expressed as Log_2_ of the fold change (LFC) between mcPCs and VSMCs. 

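The table of the whole series lists 14607 genes, 14604 of them with an adjusted p-value. The authors' mean counts, multiplied by the 12 runs of a cell type, fall as low as 3 reads in VSMCs and 2.81 in mcPCs over the 3 samples together. Median abundance over all listed genes was 12.7 TPM in VSMCs and 3.59 TPM in mcPCs.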

The whole dataset contained 14,607 genes with at least one read in each sample (after summation over technical replicates). 

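Counted in the table, 2389 genes had a mean abundance under 0.8 TPM in VSMCs. Of the genes at or above that level, 15 had a LFC over 7.8 in the authors' deposited table, and leaving them out as well gives 12203 genes. A threshold of 0.5 TPM would have kept 12730 genes, 1 TPM 11945 and 2 TPM 11098.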

Data were filtered to discard genes with extremely low expression (less than 0.8 TPM in VSMCs, see Methods) yielding a final dataset of 12,203 genes (Supplementary Dataset S1).

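Across the genes of the final dataset, log2 of the authors' mean normalized counts plus 1 in VSMCs and in mcPCs had a Pearson's r of 0.816, and the counts themselves a Spearman's rho of 0.830. Both are taken across genes, which are not independent replicates, and compare the means of the cell types. Of the 500 genes with the highest mean normalized counts in each cell type, 262 were shared. Distances between single samples were not computed, because the values used here are means.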

Unsupervised hierarchical clustering of the data showed that mcPCs and VSMCs were clearly distinguishable (Fig. 2A), each one displaying a specific gene expression profile (Fig. 2B). Differential analysis confirmed that 8,264 genes were differentially expressed between mcPCs and VSMCs (adjusted p-values < 0.05), among which 1,897 and 1,552 genes were overexpressed by at least a factor of two in VSMCs (LFC < −1) and mcPCs (LFC > 1), respectively. 

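In the authors' deposited table, 8264 of the 12203 genes, or 67.7%, had an adjusted p-value under 0.05 by DESeq2, 4832 of them higher in VSMCs and 3432 higher in mcPCs. Most of these differences were small, since 4815 of the genes had a LFC between -1 and 1 in the authors' deposited table. Beyond those limits were 1897 genes higher in VSMCs and 1552 genes higher in mcPCs. Without the criterion on the adjusted p-value the numbers would have been 1920 and 1576. When the whole 95% interval had to lie beyond the same limits, 1344 genes were higher in VSMCs and 1066 in mcPCs. The median standard error in the authors' deposited table was 0.14 on the log2 scale. Using the ratio of mean TPM in place of the authors' normalization, without a test, gave 10157 genes at least 2-fold higher in VSMCs, the largest move of that number, and 302 in mcPCs. Without the filter on expression the number higher in mcPCs was 2981. On the TPM ratio 93.9% of genes were lower in mcPCs, against 56.1% in the authors' deposited table. From the clustering of the samples and the differential analysis the paper states that the cell types can be told apart and that each displays its own gene expression profile.

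**Figure D1:**
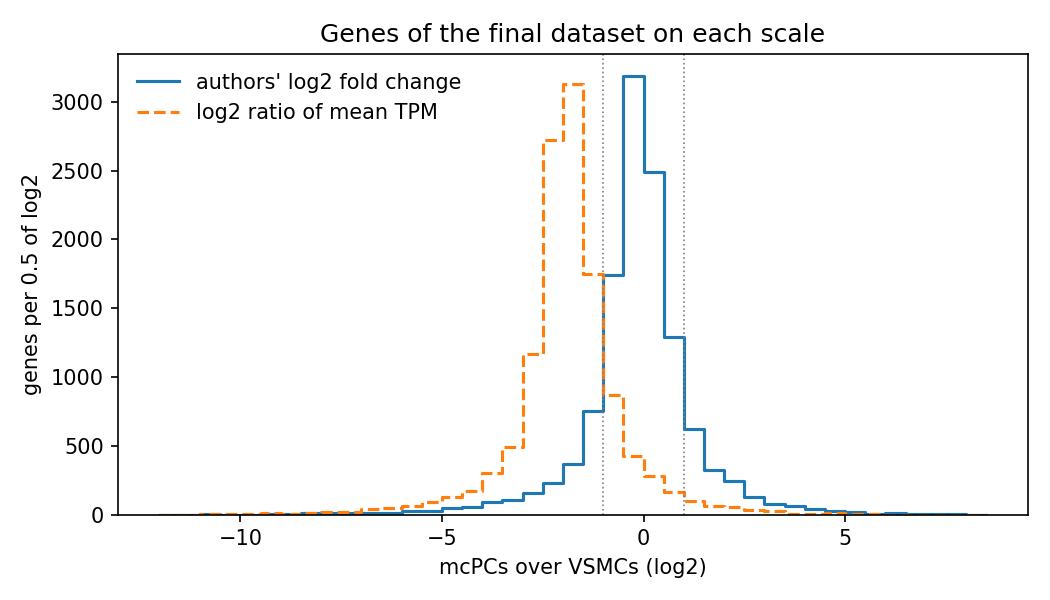
Number of genes of the final dataset (vertical axis, per 0.5 of log2) at each value of mcPCs over VSMCs (horizontal axis, log2), for the authors' LFC (solid line) and the log2 ratio of mean TPM with a pseudocount of 0.1 (dashed line). Dotted lines mark -1 and 1, and the medians of the curves lie at -0.11 and -1.88.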

Usual markers of brain mural cells were found either similarly expressed in VSMCs and mcPCs (such as *Mcam*, *Cspg4*, *Rgs5*, *Pdgfrb*) or selectively enriched in one cell type (Fig. 2C). 

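The LFC of Rgs5 in the authors' deposited table was -0.06 (standard error 0.15, adjusted p = 0.735 by DESeq2) and that of Cspg4 was -0.19 (standard error 0.13, adjusted p = 0.185 by DESeq2), so neither passed 0.05. Counts scaled without erythrocyte genes, a scale that raises most genes in mcPCs, gave 0.16 for Rgs5. For Mcam the authors' deposited table gives a LFC of -1.11 (95% interval -1.36 to -0.85) and for Pdgfrb 1.17 (95% interval 0.95 to 1.38). Both intervals include the 2-fold limits of -1 and 1. Relative to the median gene, the log2 ratio of mean TPM was -0.01 for Rgs5, -0.15 for Cspg4, -1.07 for Mcam and 1.22 for Pdgfrb. Not taken relative to that median, the ratio of Pdgfrb was -0.66, on a scale that lowers most genes. Among further markers of Fig. 2C, the authors' deposited table gives LFCs of -3.99 for Myl9, -2.81 for Vim, -2.50 for Myl6, -1.80 for Cald1 and 2.72 for Anpep, with standard errors between 0.07 and 0.14.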

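Myh11 (ENSRNOG00000057880) had an authors' mean of 5085 TPM in VSMCs and 4.60 TPM in mcPCs, Acta2 (ENSRNOG00000058039) of 17233 and 20.2 TPM, and Des (ENSRNOG00000019810) of 1841 and 13.0 TPM. The LFCs in the authors' deposited table were -8.33 (standard error 0.17) for Myh11, -7.96 (standard error 0.20) for Acta2 and -5.33 (standard error 0.09) for Des. In the other direction, Ggt1 (ENSRNOG00000047697) had 0.855 TPM in VSMCs and 51.1 TPM in mcPCs, Abcc9 (ENSRNOG00000036960) 12.4 and 320.4 TPM, and Kcnj8 (ENSRNOG00000013463) 17.2 and 346 TPM. For these genes the authors' deposited table lists LFCs of 7.73 (standard error 0.22), 6.50 (standard error 0.15) and 6.15 (standard error 0.16). Relative to the median gene, the log2 TPM ratios ran from -8.20 for Myh11 to 7.62 for Ggt1. The mean abundance of Ggt1 in VSMCs lay just above the 0.8 TPM of the filter, and rested on 38.3 reads per sample. Its LFC was the highest of the final dataset, and Slc22a8 followed with 7.59 in the authors' deposited table.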

In particular *Myh11*, *Acta2*, *Des* on the one hand and *Ggt1*, *Abcc9*, *Kcnj8* on the other hand appear to be highly specific for VSMCs and mcPCs respectively. 

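Past a LFC of -2 or 2 in the authors' deposited table lay 801 and 631 genes of the final dataset, all with an adjusted p-value under 0.05 by DESeq2. The 95% interval lay past these limits for 604 genes higher in VSMCs and 424 higher in mcPCs. Of all genes past the limits, 668 and 630 genes also passed on the TPM ratio relative to the median gene. That ratio rests on the same reads and depends on the centring and the pseudocount. A gene that did not pass on it is therefore no evidence against the authors' call. The sets differed in abundance within each cell type. Genes higher in VSMCs had a median of 55.0 TPM in VSMCs and 1.41 TPM in mcPCs. Genes higher in mcPCs had a median of 3.13 and 9.15 TPM. Erythrocyte transcripts lower the TPM of other genes in mcPCs, so 55.0 and 9.15 TPM cannot be compared directly. Because the filter acts on VSMCs, it removed 1120 further genes with a LFC over 2 and 22 with one under -2 in the authors' deposited table, each with an adjusted p-value under 0.05.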

In order to get insight into the specific functions of both cell types, we examined if the most highly overexpressed genes in VSMCs (801 genes with LFC < −2) and mcPCs (631 genes with LFC > 2) were significantly enriched in specific Gene Ontology pathways (Fig. 2D). 

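Gene Ontology terms were not used here, and words in the genes' descriptions were counted instead, a measure chosen after the table was seen. Words for contractile proteins, such as myosin, tropomyosin or calponin, occurred in the descriptions of 32 of the 774 described genes with a LFC under -2 in the authors' deposited table, or 4.13%, and of 1.27% of the other described genes (odds ratio 3.35, one-sided Fisher's exact test, p = 6.9e-08, adjusted p = 4.8e-07 over 14 tests). For words naming ion channels the odds ratio was 4.07 among genes higher in VSMCs (one-sided Fisher's exact test, p = 1.5e-05, adjusted p = 7.2e-05). Among genes higher in mcPCs it was 1.36 (one-sided Fisher's exact test, p = 0.319, adjusted p = 0.638). Without the filter on expression, ion channel words were enriched on both sides. The odds ratios were then 2.86 for VSMCs and 2.31 for mcPCs. Words naming transporters had an odds ratio of 2.32 among genes higher in mcPCs of the final dataset. Words for the extracellular matrix were enriched on both sides, with an odds ratio of 3.23 among genes higher in VSMCs and 3.42 among genes higher in mcPCs. Genes are not independent replicates, so these p-values describe the sets only. On a list of 18 smooth muscle genes fixed beforehand, 17 had a LFC under -2 in the authors' deposited table. The median of that list was -7.25, below all 10000 random lists matched on mean expression.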

Pathways related to cell contractility (such as muscle system process, circulatory system process, response to mechanical stimulus or regulation of actin filament-based process), vascular remodelling (such as blood vessel morphogenesis, response to TGFβ or muscle cell proliferation) and response to hypoxia, oxidative stress or aging were highly enriched in VSMCs. By contrast, mcPCs appeared specifically enriched in many pathways related to the regulation of immune processes as well as in pathways involved in the response against virus, metal nanoparticles or toxic substances.

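Words for immune functions, such as interleukin, chemokine, interferon or lymphocyte, occurred in the descriptions of 39 of the 604 described genes with a LFC over 2 in the authors' deposited table, or 6.46%, and of 1.75% of the other described genes (odds ratio 3.87, one-sided Fisher's exact test, p = 5.8e-11, adjusted p = 8.1e-10 over the same family). Among genes higher in VSMCs the odds ratio of these words was 1.04 (one-sided Fisher's exact test, p = 0.479, adjusted p = 0.745). The words match names only, and the 39 genes include several RT1 genes, such as RT1-A2 and RT1-CE4, each counted separately. Cd34 and Klrd1, also among them, are on the marker lists of endothelial cells and of blood leukocytes. Over the whole dataset, without the filter, 114 of 1713 genes higher in mcPCs carried such words. A list of interferon-response genes, 23 of them in the table, had a median LFC of 1.64 in the authors' deposited table. That was above all 10000 matched random lists, whose middle 95% lay between -0.41 and 0.51. The list's median TPM ratio was -0.29 as it stands and 1.59 relative to the median gene. Genes of blood leukocytes were also higher in mcPCs, and the values used here do not separate them from pericyte expression.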

**Figure 2:**
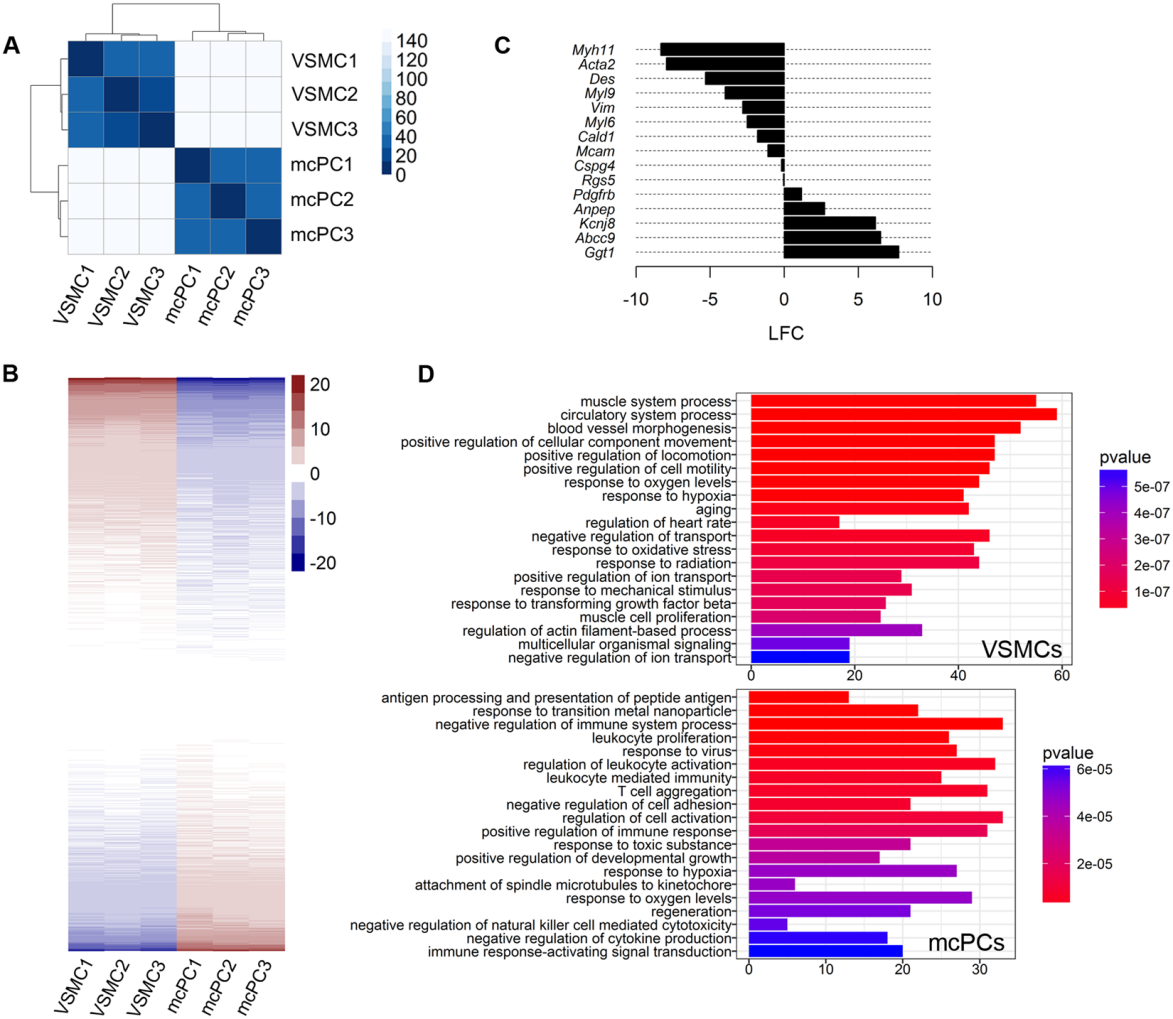
Isolated VSMCs and mcPCs display distinct RNA-Seq transcriptomic signatures. (**A**,**B**) These heatmaps include the 12,203 genes of the final dataset and compare the samples (mcPC1-3 and VSMC1-3) from three independent experiments. (**A**) The heatmap of the sample-to-sample euclidian distances showing high correlation among biological replicates but low correlation between mcPCs and VSMCs. (**B**) The heatmap of standard deviations from mean normalized count values showing that mcPCs and VSMCs display distinct gene expression profiles. (**C**) Differential expression for usual mural markers (LFC is positive for genes enriched in mcPCs, negative for genes enriched in VSMCs). (**D**) Gene Ontology pathways enriched among the genes highly overexpressed in VSMCs (LFC < −2) or mcPCs (LFC > 2). Only the 20 most significantly enriched pathways are shown.

### Fluorescent *in situ* hybridization confirms the differential expression of selected transcripts

In order to validate our transcriptomic data, we performed FISH experiments in freshly isolated cells (Fig. 3) and in mechanically isolated whole brain vessels which, contrary to enzymatically isolated vessels, contain a mixture of large vessels and capillaries (Fig. 4). 

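RGD1566368 (ENSRNOG00000006010) had an authors' mean of 9.96 TPM in VSMCs and 449 TPM in mcPCs, from 703 and 58734 reads per sample. Crispld2 (ENSRNOG00000016752) had 1410.2 TPM in VSMCs and 12.9 TPM in mcPCs, from 210745 and 3808 reads per sample. The standard errors of their LFCs in the authors' deposited table were 0.12 and 0.11, far smaller than the changes. Relative to the median gene, the log2 ratio of mean TPM was 7.36 for RGD1566368 and -4.88 for Crispld2. RGD1566368 had the fifth highest LFC of the final dataset.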

We targeted two transcripts not previously localized in brain mural cells but found to be highly enriched in mcPCs (*RGD1566368*, similar to *Slc6a20*, LFC = 7.31) or VSMCs (*Crispld2*, LFC = −4.93) in the present study. Mural cells were identified by co-labeling of *Pdgfrb* transcripts. A negative control probe gave virtually no staining (Figs 3A and 4A) while the *Pdgfrb* probe strongly labelled mural cells either isolated (Fig. 3B,C) or within mid-capillaries and arterioles (Fig. 4B,C). Moreover, the *RGD1566368* probe strongly stained isolated and *in situ* mcPCs but not isolated or *in situ* VSMCs (Figs 3B and 4B), while the opposite was observed for the *Crispld2* probe (Figs 3C and 4C). Interestingly, in the vascular segment connecting the arterioles to the downstream mid-capillary bed, the expression of *Crispld2* transcripts remained high while *RGD1566368* transcripts were undetectable (see Supplementary Figure S2). These results confirm that our transcriptomic data can be used as a reliable source to identify genes differentially expressed in rat brain mcPCs and VSMCs and that FISH staining in mechanically isolated microvessels is a valuable approach to probe the expression of specific transcripts in different segments of the brain vasculature.

**Figure 3:**
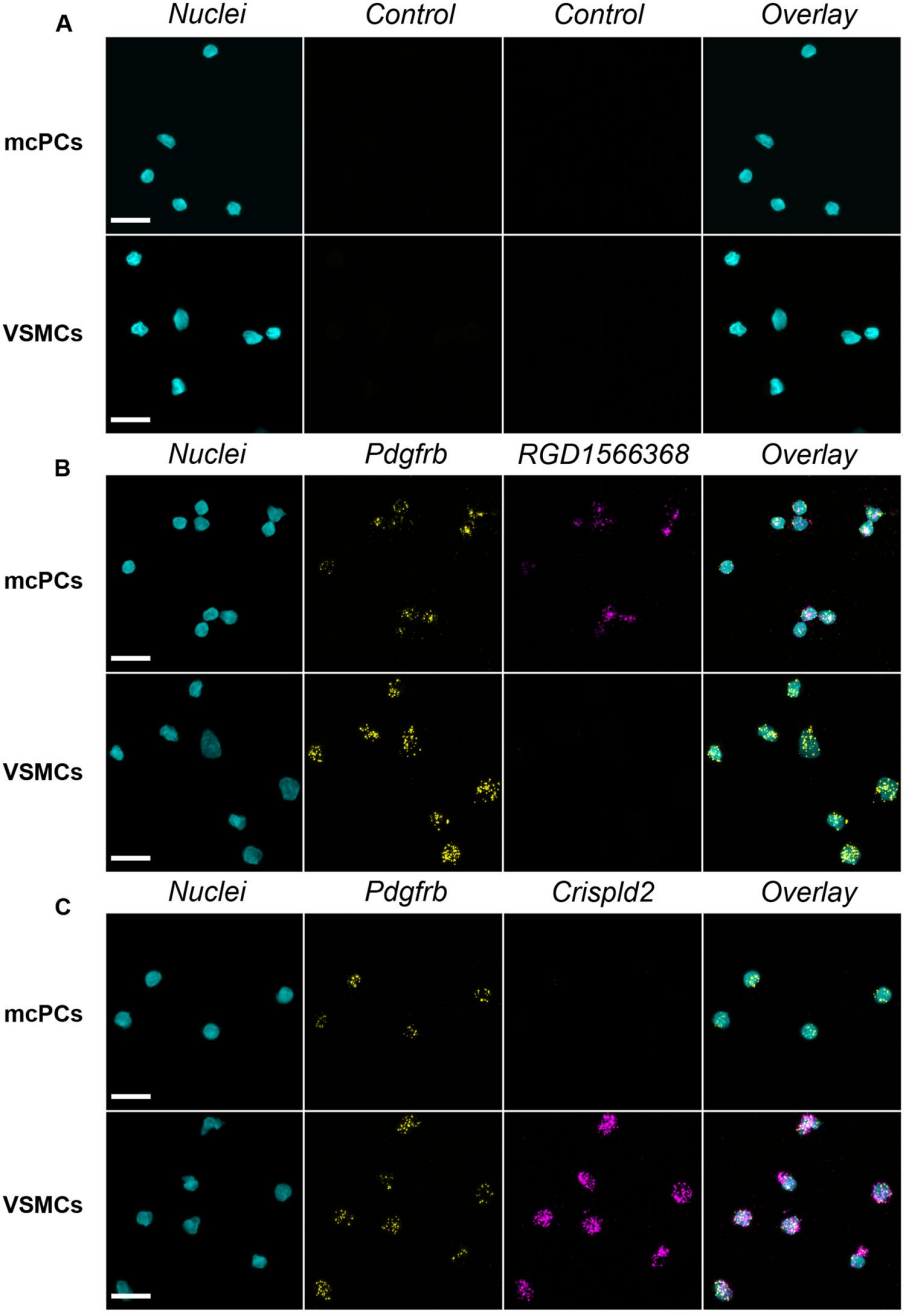
FISH confirms the differential expression of *RGD1566368* and *Crispld2* transcripts in freshly isolated mcPCs and VSMCs. (**A**) A control probe gives virtually no signal in both cell types. (**B**) *Pdgfrb* (yellow)/*RGD1566368* (magenta) double FISH. mcPCs and VSMCs are positive for *Pdgfrb* but only mcPCs are positive for *RGD1566368*. (**C**) *Pdgfrb* (yellow)/*Crispld2* (magenta) double FISH. mcPCs and VSMCs are positive for *Pdgfrb* but only VSMCs are positive for *Crispld2*. (**A**–**C**) Hoechst staining (nuclei) in cyan, scale bar 10 µm.

**Figure 4:**
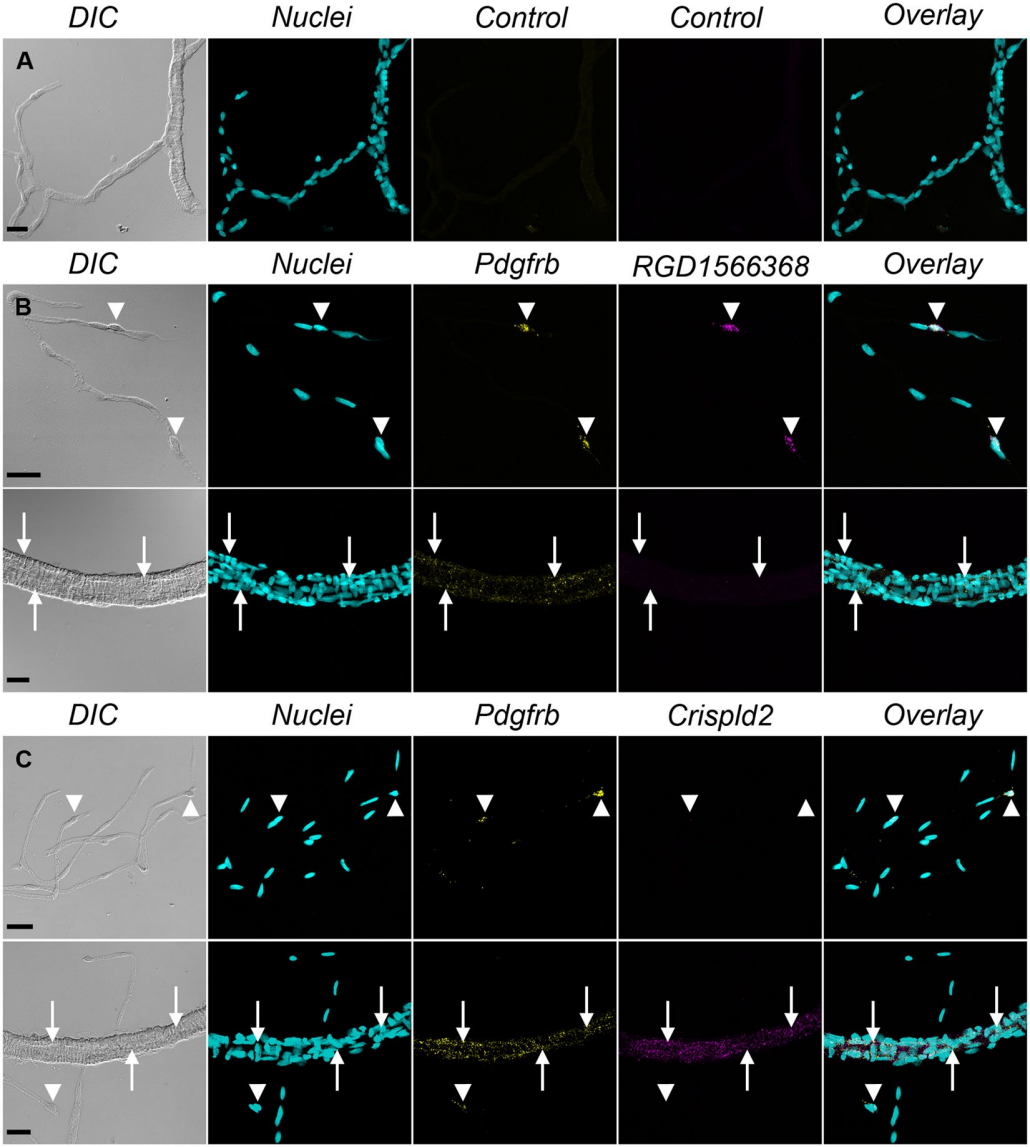
FISH confirms the differential expression of *RGD1566368* and *Crispld2* transcripts in mural cells of mechanically isolated brain vessels. (**A**) A control probe gives virtually no signal. (**B**) *Pdgfrb* (yellow)/*RGD1566368* (magenta) double FISH. Both mcPCs in capillaries (arrowheads) and VSMCs in arterioles (arrow) are positive for *Pdgfrb* but only mcPCs are positive for *RGD1566368*. (**C**) *Pdgfrb* (yellow)/*Crispld2* (magenta) double FISH. Both mcPCs in capillaries (arrowheads) and VSMCs in arterioles (arrow) are positive for *Pdgfrb* but only VSMCs are positive for *Crispld2*. A,B,C, DIC image in gray, Hoechst staining (nuclei) in cyan, scale bar 20 µm.

## Discussion

Brain mural cells form a heterogeneous family with several subtypes differing in particular by their morphology and segmental localization as revealed recently by high resolution imaging in fluorescent reporter mouse models^4–6^. How this heterogeneity is reflected at the molecular level remains however largely unexplored. Indeed, many mural markers have been identified^1^ but only for a handful of them has the relative expression among subtypes been examined. PDGFRβ, NG2 and RGS5 are expressed at similar levels in most pericytes and VSMCs, thus forming a pan-mural molecular signature^5,6,19^. By contrast, SMA expression is restricted to VSMCs and ensheathing pericytes^4,5^, while Vitronectin is much more highly expressed in capillary pericytes than in VSMCs^22^.

Several studies provided a whole transcriptome of brain mural cells using microarray or RNA-Seq. Subtractive methods have used a differential transcriptome analysis between whole vessels and endothelial cells^21^ or mural cells deficient vessels^15,20^. However these studies did not select any specific vascular segment so that the obtained transcriptome likely resulted from a mixture of VSMCs and pericytes. More recently, brain mural cells have been freshly isolated using immunocapture of PDGFRβ^+^ cells^24^ or fluorescence-activated cell sorting (FACS) from the brain of *Pdgfrb-eGFP/NG2-DsRed* double reporter mice^22^. Again, both pericytes and VSMCs were expected to contribute to the final dataset since NG2 and PDGFRβ are expressed in both cell types. Altogether these studies have drawn a global molecular landscape of brain mural cells and identified new mural markers but were not designed to unmask the heterogeneity existing among their subtypes. Two studies have directly tackled the issue of mural cells heterogeneity using single-cell transcriptomics^23,25^. One of these studies evidenced two types of mural cells differing by their expression of *Acta2*, but did not analyse their differential gene expression, likely because of its inherent noise^23^. The other one, published during the reviewing process of the present article, provided a deeper comparative analysis of the gene expression profiles of mural cells subtypes and is discussed in more details below^25^.

In the present study, we demonstrated that a mild enzymatic digestion of the rat brain cortex could completely dissociate the mid-capillary bed while leaving intra-parenchymal arterioles mostly intact. This allowed us to separately isolate the mural cells associated with these two vascular segments and to differentially analyse their gene expression profiles. Importantly, our approach does not require the use of transgenic animals expressing a fluorescent reporter^22^ or specific antibodies to label mural cells^24^. Both cell populations expressed pan-mural markers such as *Pdgfrb*, *Cspg4* and *Rgs5* and were highly pure with respect to neurons and glial cells as assessed by qRT-PCR and RNA-Seq. 

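The authors' mean abundance of Pdgfrb was 614 TPM in VSMCs and 388 TPM in mcPCs, above 98.2% and 99.5% of the listed genes. Cspg4 reached 388 and 95.2 TPM, and Rgs5 6298 and 1703 TPM. On this scale each was less abundant in mcPCs, as were most genes. Of the astrocyte, neuron and oligodendrocyte markers chosen by the authors and listed in the table, Aqp4 had 0.0539 and 0.0865 TPM, Snhg11 0.136 and 0.102 TPM, Mog 0.501 and 0.308 TPM and Mobp 0.328 and 0.375 TPM in VSMCs and mcPCs. Other glial and neuronal genes were more abundant in mcPCs, with 12.7 TPM for Slc1a3, 2.68 TPM for Gja1 and 15.7 TPM for Tubb3, against 0.306, 0.125 and 0.131 TPM in VSMCs. An astrocyte list had a median LFC of 3.60 and a neuron list one of 4.21 in the authors' deposited table. Of the 10 genes on each list only 6 and 5 were found, too few to decide.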

*Acta2* and specific VSMC markers such as *Myh11*, *Cnn1* and *Tagln*^27^ were highly overexpressed in arterioles- *vs* mid-capillary-derived mural cells (LFC ≈ −8). 

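Cnn1 had an authors' mean of 422 TPM in VSMCs and 0.414 TPM in mcPCs, and Tagln of 19824 and 22.7 TPM. Their LFCs in the authors' deposited table were -8.20 (95% interval -8.52 to -7.88) and -7.99 (95% interval -8.35 to -7.63). With Acta2 and Myh11 included, the 4 LFCs in the authors' deposited table lay between -8.33 and -7.96, and relative to the median gene their TPM ratios between -8.20 and -7.80. Despite the large change, Acta2 remained above 87.5% and Tagln above 88.9% of the listed genes in mcPCs. Cnn1 rested on 38.3 reads per mcPC sample.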

Since it is now established that SMA is highly expressed in VSMCs but undetectable in mcPCs of the rodent brain^4–6^, we concluded that we successfully isolated these two subtypes of brain mural cells. Importantly, although purified cells might also include venular and ensheathing pericytes, these contributions are likely limited since these subtypes appear to be much less abundant than VSMCs and mcPCs in the brain vasculature^4,6^.

Our approach suffers from two main limitations. Firstly, although it brings substantial resolution into the molecular profile of brain mural cells’ family, it cannot separate the two subtypes of mcPCs, namely the mesh and thin-strand pericytes. Of note, even single-cell transcriptomics studies^23,25^ have been unable to distinguish these subtypes, possibly because mesh pericytes are only a tiny fraction of mcPCs. Secondly, mcPCs were slightly contaminated by erythrocytes and endothelial cells. This is a common limitation of cell sorting experiments, in particular during cerebral mural cells’ isolation^22^. However, in the present study, positively sorted VSMCs were much less contaminated than negatively sorted mcPCs, thus offering a simple way to identify and filter out the contaminating transcripts from the dataset (see “RNA-Seq data analysis” in Methods). 

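The genes discarded for a LFC over 7.8 and the rest of an erythrocyte list held 67.1% of the authors' mean TPM in mcPCs and 0.871% in VSMCs. They held 40.5% of the mean counts in mcPCs and 0.218% in VSMCs. Hba-a1 alone had 286193 TPM in mcPCs and 3838 TPM in VSMCs. The endothelial genes were far less abundant. Cldn5 had 15.4 TPM in mcPCs, and leaving out the erythrocyte genes and scaling TPM to its total again raised this to 47.0 TPM. Of a list of 24 endothelial genes, 22 were in the table and 16 had a LFC over 2 in the authors' deposited table. The median of the list was 3.99, above all 10000 matched random lists.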

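Of the 22 endothelial genes in the table, the filter of 0.8 TPM in VSMCs removed 12 and left 10. Of those left, 4 had a LFC over 2 in the authors' deposited table, namely Cd34 with 6.54, Ramp2 with 4.23, Slc16a1 with 2.67 and Eng with 2.21. Within the final dataset the endothelial list had a median LFC of 0.35 in the authors' deposited table, at the 93.9 percentile of matched random lists, with too few of its genes left to decide. From an erythrocyte list, Rhd with 5.13 and Epb42 with 3.54 in the authors' deposited table also stayed in the final dataset. In all, 1414 removed genes were at least 2-fold higher in mcPCs by the authors' deposited table, and 103 removed genes had at least 5 TPM in mcPCs.

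**Figure D2:**
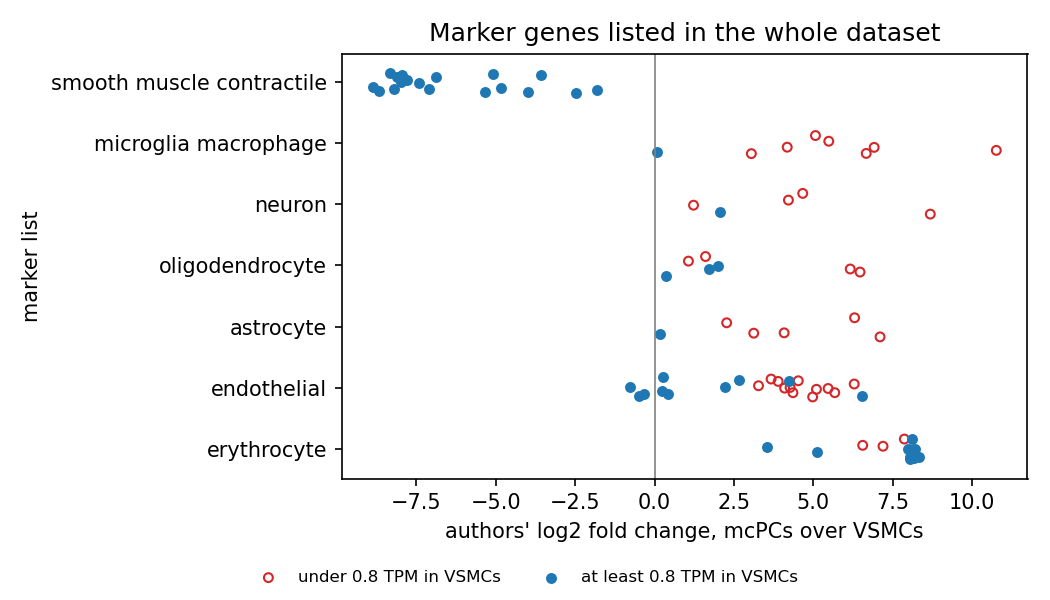
The authors' LFC of mcPCs over VSMCs (horizontal axis) of each gene of the marker lists named (vertical axis) that the table lists. Each point is a gene, filled where its mean abundance in VSMCs was at least 0.8 TPM and open where it was lower, so that open points were removed by the filter, and points are spread vertically within a list for legibility only.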

For future studies a step of red blood cell lysis or an anti-Ly76 antibody (cat.# 130-109-619, Miltenyi) could be used to deplete erythrocytes from the filtrate. Moreover a threshold based on the expression level of the most highly expressed genes in endothelial cells (e.g. *Cldn5*) should be used to obtain the specific transcriptome of mcPCs.

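Taking the mean abundance of Cldn5 in mcPCs as the threshold would leave 2326 genes of the final dataset. Of the genes with a LFC over 2 in the authors' deposited table, 237 were at or above that level and 394 below it. The level lay above 83.8% of the listed genes in mcPCs, and rested on 1355 reads per mcPC sample.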

The results from five previous transcriptomic studies of brain mural cells have been recently compiled^22^. Since the overlap between the five datasets was rather limited (with only 3 genes in common), the authors provided a restricted catalogue of 260 genes found in at least two independent studies. Although these data were obtained in the mouse, they can be valuably compared to the present results given the phylogenetic proximity between mice and rats. Interestingly, our results show that, among the 232 genes of this list which were also found in the present study, 10 were highly specific for mcPCs (LFC > 4) such as *Atp13a5*, *Ptn* or *P2ry14*, while 29 were highly specific for VSMCs such as *Susd5*, *Pdlim3*, *Casq2* or the established VSMC markers *Myh11* and *Tagln*. Therefore the present report brings significant resolution into the molecular profile of the mural cells’ family.

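Atp13a5 had an authors' mean of 5.27 TPM in VSMCs and 239 TPM in mcPCs, with a LFC of 7.32 (standard error 0.11) in the authors' deposited table. Pdlim3 had 218 and 0.168 TPM and Casq2 103 and 0.107 TPM, and the authors' deposited table lists LFCs of -8.44 (standard error 0.23) and -8.10 (standard error 0.22). In mcPCs these rested on 16.0 reads per sample for Pdlim3 and 18.0 for Casq2. Relative to the median gene, the log2 TPM ratios were 7.35, -7.79 and -7.08. The published list of mural genes was not used here, so its members were not counted again.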

Hierarchical clustering following single-cell RNA-Seq has recently identified two distinct subclasses of mural cells in the brain vasculature, namely arterial VSMCs (occurring in a continuum with downstream arteriolar VSMCs) and mid-capillary PCs (occurring in a continuum with downstream venular VSMCs)^25^. Interestingly, among the genes most highly differentially expressed between mural cell types, 85% (62 out of 73) of the genes found enriched in arterial VSMCs and 50% (23 out of 46) of the genes found enriched in PCs in the above-cited study were also found to be enriched respectively in VSMCs (LFC < −1) or mcPCs (LFC > 1) in the present study. These figures were respectively 56% and 43% within the subset of transporters encoding genes. Therefore, although both studies were performed in a different species (rat *vs* mouse) and using a different method (bulk *vs* single-cell RNA-Seq), they reveal a rather similar differential gene expression profile between the two main subclasses of mural cells in the rodent brain. Furthermore, it was shown in the above study that arteriolar VSMCs formed a continuum with upstream arterial VSMCs but abruptly transition to downstream PCs at the arteriole-capillary boundary. This is in agreement with our observation that the expression of the VSMC-specific gene *Crispld2* extends into the lower order arterioles but abruptly vanishes in the mid-capillary bed, while the expression of the mcPC-specific gene *RGD1566368* has the opposite pattern. Although it remains to be confirmed for other VSMC-specific genes, this observation, as long as the fact that no sub-clusters could be evidenced among brain PCs^25^, suggest that the mural cells associated to the arteriole-capillary transition segment (including the so-called ensheathing pericytes) are molecularly closer to VMSCs than to PCs.

Being uniquely embedded in cerebral parenchyma and entirely covered by astrocytic endfeet, PAs likely display a specific phenotype, respond to distinct input signals and eventually support specific functions, as compared to other arteriolar beds^28^. For example they exert a more stringent auto-regulatory response to increased vascular pressure^28–30^ and are uniquely involved in the adaptation of CBF to neuronal activity or functional hyperaemia^9,10^. Yet, information about the molecular repertoire of VSMCs within PAs is currently limited and mainly derived from peripheral or pial arterioles^31–33^. By analysing intracerebral VSMCs isolated from cortices that were carefully cleared of meninges, the present study offers the opportunity to refine our understanding of the molecular mechanisms specifically involved in the control of CBF at the intra-parenchymal level.

In brain PAs, VSMCs modulate the CBF through a purely myogenic response which can be additionally modulated by neuro-humoral factors such as neurotransmitters and arachidonic acid (AA) derivatives^9,10,30^. In the cortex, vasoactive neurotransmitters can be released by neuronal projections from subcortical areas (NA, noradrenaline; 5-HT, serotonin; Ach, acetylcholine; Glu, glutamate) or locally by GABA interneurons (GABA, γ-aminobutyric acid; Ach; VIP, vasoactive intestinal peptide; NPY, neuropeptide Y; SOM, somatostatin; SP, substance P; CGRP, calcitonin gene-related peptide; NO, nitric oxide)^34^. However whether these mediators act directly upon VSMCs and/or induce the local release of vasoactive messengers is still debated^9,34^. Our results show that the expression of the genes encoding receptors for Ach, NA, 5-HT, SOM, SP and Glu in the VSMCs was very low or undetectable, except for *Grik5* which encodes a subunit of kainate receptors (GluK5) unable to form functional homomeric receptors. By contrast *Npy1r*, *Gabbr1* and to a lesser extent *Calcrl* were highly expressed. These results suggest that VSMCs can respond to NPY, GABA and CGRP released from cortical interneurons while vasoactive messengers from subcortical areas need to be relayed locally by neuronal, glial or endothelial cells. Moreover VSMCs were highly enriched in *Avpr1a* and *Crhr2*, suggesting that arginine-vasopressin and urocortin could directly act onto VSMCs in cortical PAs^35^ or, alternatively, that their receptors could act as ligand-independent stretch sensors in the myogenic response^36^.

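The table lists 31 genes of receptors for these 6 transmitters, and 14 of them had at least 0.8 TPM in VSMCs. Grik5 was the highest, with an authors' mean of 36.8 TPM, above 74.3% of the listed genes. It was followed by Grm8 with 6.92 TPM, Adra1b with 5.37 TPM, Adra2a with 4.77 TPM and Chrne with 4.62 TPM. The most abundant serotonin receptor gene was Htr1b with 2.21 TPM. Median abundance was 0.405 TPM over 8 acetylcholine receptor genes, 1.26 TPM over 7 adrenergic receptor genes and 0.596 TPM over 12 glutamate receptor genes. No gene with the symbol of a somatostatin or substance P receptor has a row. Such a gene had no read in at least 1 sample, was outside the cDNA set or is listed under another symbol. These cases cannot be separated.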

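Npy1r had an authors' mean of 346 TPM in VSMCs, Gabbr1 of 85.6 TPM and Calcrl of 27.3 TPM, above 96.9%, 87.8% and 67.4% of the listed genes. Npy1r was 12.7 times as abundant as Calcrl. Ramp1, whose product joins that of Calcrl in the CGRP receptor, had 22.5 TPM. Between the cell types, the authors' deposited table gives Npy1r a LFC of -4.42 (standard error 0.12) and Gabbr1 one of 0.01 (standard error 0.11, adjusted p = 0.929 by DESeq2). Calcrl was higher in mcPCs by 0.86 (standard error 0.13) in the authors' deposited table. The log2 TPM ratios relative to the median gene were 0.08 for Gabbr1 and 0.92 for Calcrl, and counts scaled without erythrocyte genes gave 0.27 and 1.22. Scales that lower most genes in mcPCs gave lower values, with -0.48 for Gabbr1 on counts scaled to the same total and -0.95 for Calcrl on the TPM ratio as it stands. Of 7 GABA receptor genes in the table, Gabbr1 alone reached 0.8 TPM in VSMCs, and of the VIP and PACAP receptor genes Vipr2 alone, with 6.67 TPM.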

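Avpr1a had an authors' mean of 112 TPM in VSMCs and 1.82 TPM in mcPCs, and Crhr2 of 90.9 and 1.07 TPM. The LFC in the authors' deposited table was -4.08 (standard error 0.16) for Avpr1a and -4.47 (standard error 0.19) for Crhr2. Relative to the median gene the log2 TPM ratios were -3.99 and -4.41.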

In VSMCs, NO is a strongly relaxing messenger whose classical mechanism of action involves the stimulation of cGMP synthesis and activation of cGMP-dependent kinases (cGKs)^37^. Interestingly in the present study, VSMCs were found to express guanylate cyclase subunits (*Gucy1a2*, *Gucy1a3*, *Gucy1b3*) but not cGKs (*Prkg1*, *Prkg2*) encoding genes, suggesting that the vasodilatory action of NO in brain PAs either relies on a cGK-independent action of cGMP^38^ or is cGMP-independent, as recently suggested^39^.

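Gucy1b3 had an authors' mean of 244 TPM in VSMCs, Gucy1a3 of 124 TPM and Gucy1a2 of 59.8 TPM. Only Gucy1a2 differed 2-fold or more between the cell types, with a LFC of -1.53 (95% interval -1.76 to -1.29) in the authors' deposited table. For Gucy1a3 and Gucy1b3 the authors' deposited table gives -0.20 (95% interval -0.37 to -0.03) and -0.15 (95% interval -0.38 to 0.08). Counts scaled without erythrocyte genes, which raises most genes in mcPCs, gave 0.02 for Gucy1b3. Prkg2 had 0.0967 TPM in VSMCs, from 17.7 reads per sample. Prkg1 has no row in the table under that symbol. A gene with no read in a sample, a gene outside the cDNA set and a gene listed under another symbol cannot be separated there.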

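Ptgir had an authors' mean of 88.6 TPM in VSMCs and Tbxa2r of 18.4 TPM, a ratio of 4.81. Ptgfr had 8.02 TPM, Ptger1 7.80 TPM and Ptger4 5.42 TPM, each above 0.8 TPM. These lay above 88.2%, 58.5%, 41.2%, 40.7% and 35.1% of the listed genes. Ptgdr2 was under 0.8 TPM in VSMCs and had 30.2 TPM in mcPCs. Between the cell types, the authors' deposited table gives LFCs of -2.21 (standard error 0.14) for Ptgir and 1.94 (standard error 0.12) for Tbxa2r, of opposite sign.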

Among the genes encoding prostanoid receptors, *Ptgir* was by far the most highly expressed, and *Tbxa2r* was moderately expressed while the expression of *Ptgfr*, *Ptger1* and *Ptger4* was much lower. This suggests that VSMCs in cortical PAs can respond to prostacyclin and thromboxane A2 but that prostaglandin E2 might not exert significant effect directly on them, in line with a recent functional study^12^. The AA derivative 20-HETE is a strong vasoconstrictive messenger, thought to be produced in VSMCs by CYP4A ω-hydroxylases from astrocyte-released AA^40,41^. 

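Among 10 genes of the CYP4 family in the table, Cyp4f6 had an authors' mean of 33.1 TPM in VSMCs and Cyp4f5 of 29.6 TPM. The LFC in the authors' deposited table was -0.07 (standard error 0.12, adjusted p = 0.644 by DESeq2) for Cyp4f6 and 0.35 (standard error 0.11, adjusted p = 0.00278 by DESeq2) for Cyp4f5. Counts scaled without erythrocyte genes, a scale that raises most genes in mcPCs, gave 0.09 for Cyp4f6, and counts scaled to the same total, a scale that lowers most, gave -0.21 for Cyp4f5. For Cyp4f5 the log2 TPM ratio relative to the median gene was 0.41. Cyp4a8 has a row, at 0.135 TPM in VSMCs and 12.4 reads per sample, and was removed by the filter.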

Since CYP4A encoding transcripts were absent from our transcriptome, we suggest that other cytochromes, such as CYP4F5 and CYP4F6, might be involved in 20-HETE synthesis in brain PAs^42^ or, alternatively, that astrocytes, rather than VSMCs, might be the source of 20-HETE^43^.

Besides refining our understanding of known functions of VSMCs within the brain cortex, the present study also reveals numerous genes currently uncharacterized in these cells. These include for example several recently identified target genes of Notch3 signaling such as *Grip2*, *Xirp1* or *Susd5*^44^. Moreover we identify many genes encoding transcription factors (*Wtip*, *Nrip2*, *Zfp36*, *Fhl5*), secreted proteins (*Crim1*, *Adamtsl1*), intracellular proteins (*Rasd1*, *Tesc*) or membrane receptors (*Olr63*, *Ccrl2*, *Gprc5a*, *Ntrk3*) that were both highly expressed and highly enriched in VSMCs as compared to mcPCs and whose function is currently unknown in cerebral VSMCs.

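Xirp1 had the lowest LFC of the final dataset in the authors' deposited table, -10.64 (standard error 0.52), and Susd5 followed with -9.30 (standard error 0.40). For Grip2 the authors' deposited table gives -8.29 (standard error 0.21). Mean abundance in VSMCs was 239.9 TPM for Xirp1, 80.8 TPM for Susd5 and 82.3 TPM for Grip2. In mcPCs the genes rested on 15.0, 4.00 and 23.7 reads per sample, and stood at no more than 0.0657 TPM. At that depth the size of the fold change is uncertain, and with a pseudocount of 1 the log2 TPM ratio of Xirp1, not taken relative to the median gene, was -7.86.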

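The 12 genes had LFCs between -8.51 for Ntrk3 and -3.82 for Gprc5a in the authors' deposited table. Their mean abundance in VSMCs ran from 64.1 TPM for Fhl5 to 4153 TPM for Zfp36, above 84.1% to 99.8% of the listed genes. Nrip2 had 562 TPM in VSMCs, Wtip 465 TPM, Tesc 293 TPM, Crim1 265 TPM, Rasd1 199 TPM, Adamtsl1 153 TPM and Ccrl2 136 TPM. The standard errors in the authors' deposited table were at most 0.41, for Olr63, which rested on 4.00 reads per mcPC sample. Zfp36 also belongs to a list of immediate-early and stress genes of which 21 had a LFC under -2 in the authors' deposited table.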

Studies in transgenic mice with partially disrupted PDGFRβ signalling have suggested that pericytes contribute to the maintenance of the BBB in adulthood and during aging, in particular by promoting a BBB-specific endothelial phenotype characterized by low permeability and immune quiescence^15,16^. Pericytes are also suspected to contribute to brain homeostasis through the regulation of neuro-inflammatory processes^17^ and clearance of toxic products such as the β-amyloid peptide^18,45^. Yet, by contrast with their role during developmental angiogenesis which was analysed in details^1,7,8^, the molecular mechanisms supporting the functions of brain pericytes *in vivo* remain to be characterized in the adult.

In the present study, the gene expression profile of mcPCs was found highly enriched in hundreds of genes with potentially relevant functions. 

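Col7a1 had an authors' mean of 3.59 TPM in VSMCs and 74.6 TPM in mcPCs, and Nid2 of 6.57 and 25.4 TPM. The LFC in the authors' deposited table was 6.15 (standard error 0.17) for Col7a1 and 3.77 (standard error 0.12) for Nid2. Spon2 has rows under 2 identifiers. For ENSRNOG00000006033, with 95.4 TPM in mcPCs, the authors' deposited table gives 6.07 (standard error 0.17), and for the less abundant row 2.78 (standard error 1.01).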

For example *Spon2*, *Col7a1* and *Nid2* encode structural proteins of the extracellular matrix, suggesting that mcPCs participate in vascular homeostasis through unique contributions to the basal lamina^46–48^. Transcripts encoding diverse secreted proteins and membrane receptors, including *Ntn1*, *Unc5b*, *Ptn* and *P2ry14*, were highly enriched in mcPCs. 

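Ptn was the most abundant of the genes, with an authors' mean of 63.4 TPM in VSMCs and 1642 TPM in mcPCs, above 99.8% of the listed genes in mcPCs. P2ry14 had 20.1 and 145 TPM, Unc5b 1.65 and 23.1 TPM, and Ntn1 2.68 and 18.2 TPM. Their LFCs in the authors' deposited table were 6.53 (standard error 0.15), 4.69 (standard error 0.14), 5.62 (standard error 0.13) and 4.55 (standard error 0.19). Relative to the median gene the log2 TPM ratios lay between 4.59 and 6.57.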

*Ntn1* encodes a secreted protein which can signal onto endothelial cells to promote BBB integrity^49^ and *Unc5b* encodes a known receptor of Netrin-1, suggesting paracrine and autocrine functions of Netrin-1 in mcPCs. Pleiotrophin (*Ptn*) is a multifunctional heparin-binding growth factor with important implication in cancer and angiogenesis^50^, in particular through direct binding to VEGF^51^. Interestingly, we have recently shown that transcripts of *Ptprz1*, encoding the PTN receptor RPTPβ/ζ^50^, are selectively enriched and translated in astrocyte perivascular endfeet^52^, suggesting a functional PTN-RPTPβ/ζ axis between pericytes and astrocytes. *P2ry14* encodes an atypical purinergic receptor which binds specifically UDP and UDP-sugars^53^. The observation that astrocytoma cells can release UDP-glucose in a regulated manner^54^ suggests that astrocytes and pericytes might communicate through this largely unexplored pathway. The gene expression profile of mcPCs was also highly enriched in several genes encoding scavenging or endocytosis receptors such as *Ager*, *Colec12* or *Mrc2*, supporting the suspected role of brain pericytes in the clearance of toxic products^8^. 

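Ager had an authors' mean of 47.2 TPM in VSMCs and 200.3 TPM in mcPCs, Colec12 of 7.63 and 49.5 TPM, and Mrc2 of 5.06 and 25.9 TPM. In the authors' deposited table the LFCs were 3.95 (standard error 0.19), 4.52 (standard error 0.14) and 4.17 (standard error 0.13). On the TPM ratio relative to the median gene they were 3.96, 4.56 and 4.21.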

Finally, our pathway analysis support the hypothesis that mcPCs are involved in the regulation of immune processes within the brain^17^.

In conclusion, using an innovative cell sorting strategy, we herein provide the first specific gene expression profile of mcPCs and VSMCs in the rat brain. This molecular database helps to refine our understanding of their specific physiological functions and opens new perspectives to elucidate their contribution to brain homeostasis within the cerebrovascular system.

## Methods

### Animals

Thirty six male 4–5 weeks-old Sprague-Dawley rats were used. They were kept on a 12:12-hour dark:light cycle with *ad libitum* access to food and water. All experiments complied with the ethical rules of the European directive (2010/63/EU) for experimentation with laboratory animals and were approved by the ethics review committee of Paris Descartes University (approval no. 12-187).

### Chemicals

DMEM (cat. # 21885-025), HBSS (cat. # 14175-053), HEPES (cat. # 15630-056) and 0.25% Trypsin-EDTA (cat. # 25200-072) were from Gibco. Fetal Bovine Serum (FBS) (cat. # SV30160.03) was from GE Healthcare Life Science. Liberase DL (cat. # 05401160001), Liberase TM (cat. # 05401119001), Bovine Serum Albumin (BSA) (cat. # A7906), Dextran (cat. # 31390) and DNase I (cat. # DN25) were from Sigma-Aldrich.

### Preparation of brain cell suspensions

Ten rats were used for each isolation (thirty rats in three independent experiments). Deeply anesthetized rats were transcardially perfused with Buffer 1 (HBSS, 10 mmol/L HEPES) at room temperature (RT) for 3 min to remove blood from the brain vasculature. All subsequent steps were done on ice except when indicated. The cortex was dissected, carefully cleared from adhering white matter and meninges and gently crushed in a Petri dish using a glass slide. Tissue pieces from two cortices were pooled, rinsed twice by sedimentation in Buffer 1, then centrifuged (2 min, 600 g) and resuspended in 10 mL of DMEM containing 10 mM HEPES, 0.3 WU/mL Liberase DL and 20 U/mL DNase I. Digestion was performed for 60 min at 37 °C with gentle mechanical trituration with a 10 mL pipette (at 10 and 20 min), then with a P1000 pipet tip (at 30 and 40 min) and finally with a roded glass Pasteur pipette (at 50 and 60 min), to obtain an homogenate with a creamy texture and almost no visible remaining piece. Digestion was stopped by adding 30 mL of DMEM + 10% FBS and the homogenate was centrifuged (5 min, 1,000 g). The supernatant was discarded and the pellet was resuspended in 25 mL of Buffer 1 + 18% BSA and centrifuged (15 min, 2,000 g). The compact myelin disk was eliminated and the pellet resuspended in 50 mL of Buffer 1 + 1% BSA. This suspension was filtered on a 10 µm nylon mesh (cat. # NY1004700, Millipore). Cells from the filtrate were pelleted, resuspended in MACS buffer (PBS, 0.5% BSA, 2 mM EDTA, see below) and stored on ice. Large vessels were recovered in Buffer 1 + 1% BSA from the 10 µm filter, pelleted and digested at RT in 6 mL of Buffer 1 containing 300 µg/mL Liberase TM and 20 U/mL of DNase I for 15 min. The same volume (6 mL) of 0.25% Trypsin/EDTA, 20 U/mL DNase I was added for an additional 30 min. The digestion was stopped by adding 30 mL of DMEM + 10% FBS and undigested vessel fragments were removed by filtration on a 10 µm nylon mesh. Cells were pelleted and resuspended in MACS buffer.

### Magnetic-activated cell sorting

Phycoerythrin (PE) conjugated antibodies, anti-Fluorescein Isothiocyanate (FITC) and anti-PE magnetic microbeads, LS and LD columns were used following the recommendations of the manufacturer (Miltenyi Biotec). The whole procedure was performed at 4 °C and cells were washed in MACS buffer and recovered by centrifugation (10 min, 1,000 g) following each incubation step.

mcPCs were isolated from the filtrate by negative cell sorting. Cells were incubated first in 1.5 mL of MACS Buffer + anti-CD31-PE, anti-CD11b-PE, anti-GLAST-PE and anti-O4-PE antibodies (10% v/v each) for 30 min, then in 500 µL of MACS Buffer + anti-PE microbeads (10% v/v) for 15 min. Cells were then applied to a LS column to retain the F/PE^+^ fraction while the unretained cells were passed on a LD column to remove any remaining labelled cells and further increase the purity of the F/PE^−^ fraction containing mcPCs.

VSMCs were isolated from the large vessels fraction by positive cell sorting. Cells were incubated sequentially in 500 µL of MACS buffer plus 5 µL of the fluorescent lectin conjugate GSA-FITC (cat. # L2895, Sigma Aldrich) for 15 min, in 200 µL of MACS buffer + anti-CD31-PE and anti-CD11b-PE antibodies (10% v/v each) for 15 min and in 80 µL of MACS buffer plus 20 µL of anti-PE microbeads for 15 min. Cells were then passed over a LS column to retain the V/PE^+^ fraction while the unretained cells (fraction V/PE^−^) were incubated for 15 min in 90 µL of MACS buffer plus 10 µL of anti-FITC microbeads and passed over a LS column. VSMCs were recovered in the retained fraction (V/PE^−^FITC^+^).

### Flow cytometry

Cells were stained with 7-AAD (4 mg/L for 20 min on ice) and analyzed on a BD Accuri™ C6 (BD Biosciences) flow cytometer. Debris and dead cells were excluded from the analysis by gating events on FSC/SSC and 7-AAD fluorescence respectively.

### qRT-PCR

Following MACS, cells were immediately lysed and total RNA was extracted using the RNeasy® Micro Kit (Qiagen). Reverse transcription was performed on 100 ng of total RNA using random primers (cat # N8080127) and the Superscript II Reverse Transcriptase (cat # 18064022) following the supplier’s recommendations (Life Technologies). For qPCR, 8 µL of cDNA diluted 1/20 was mixed with 10 µL of SYBR Green fluorescence detection solution (Thermo Fisher Scientific) and 1 µL of each primer (Eurogentec) (see Supplementary Table S1 for primers’ sequence). qRT-PCR was performed in an ABI Prism® 7900HT Sequence Detection System (Applied Biosystems) using the following program: 2 min at 50 °C, 10 min at 95 °C, 40 cycles of amplification (15 sec at 95 °C, 45 sec at 60 °C). All primers had amplification efficiency close to 100% as checked by the analysis of standard dilution curves (slope close to −3.33) so that the relative expression of a gene *X* to the housekeeping gene *Tbp* could be calculated by 2^−ΔCt^ where ΔCt = Ct(*X*) − Ct(*Tbp*) and Ct is the threshold cycle value.

### RNA-Seq

Library preparation and Illumina sequencing were performed at the École normale supérieure genomic core facility (IBENS, Paris, France). Messenger (polyA^+^) RNAs from mcPCs and VSMCs obtained in three independent experiments (biological replicates) were purified from 100 ng of total RNA using oligo(dT). All samples had RNA integrity numbers ranging from 6.40 to 8.50 as assessed by Agilent Bioanalyzer (Agilent Technologies). Libraries were prepared using the strand specific RNA-Seq library preparation TruSeq Stranded mRNA kit (Illumina). Libraries were multiplexed by six on a run and each library was sequenced four times (technical replicates). A 75 bp single-end read sequencing was performed on NextSeq 500 device (Illumina). A mean of 65 ± 15 million reads passing Illumina quality filter was obtained for each of the six samples.

### RNA-Seq data analysis

Before mapping, poly N read tails were trimmed, reads ≤ 40 bases were removed, and reads with quality mean ≤ 30 were discarded using the Eoulsan pipeline^55^. Transcript abundances (in Transcripts Per Million, TPM) and counts were estimated using Salmon (version 0.8.0)^56^ and the Ensembl annotation file Rattus_norvegicus.Rnor_6.0.cdna.all.fa.gz (available at ftp://ftp.ensembl.org/pub/release-87/fasta/rattus_norvegicus/cdna/). Results were summed within genes using the Tximport package (version 1.2.0)^57^ and abundances and counts at the gene level were used for further analysis. The DESeq. 2 package (version 1.14.1)^58^ was used for normalizing counts and estimating differential gene expression which was expressed as LFC, defined as the Log_2_ of the fold change between mcPCs and VSMCs, with corresponding adjusted p-values. The whole dataset contained 14,607 genes with at least one read in each sample (after summation over technical replicates).

The expression of selected transcripts, known to be highly and selectively expressed in neurons, glial cells and endothelial cells of the rodent brain^24^, ranged from undetectable to 0.64 TPM in VSMCs (see Supplementary Table S3). Similarly low values were obtained in mcPCs except for the endothelial-specific transcripts which were more abundant in mcPCs than in VSMCs. 

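Tie1 had an authors' mean of 0.546 TPM in VSMCs and 2.76 TPM in mcPCs, and Tek of 0.140 and 1.39 TPM. The LFCs in the authors' deposited table were 6.29 (standard error 0.28) for Cldn5, 3.67 (standard error 0.88) for Tie1 and 4.98 (standard error 0.38) for Tek. Aqp4, at 2.27 (standard error 0.72), and Mobp, at 1.60 (standard error 0.53), were also higher in mcPCs in the authors' deposited table. Mog and Snhg11 were at 1.07 (standard error 0.51) and 1.23 (standard error 0.74) in the authors' deposited table, at 1.32 and 1.65 on the TPM ratio relative to the median gene, and at -0.56 and -0.23 on the ratio as it stands, which lowers most genes. The values rest on few reads, with 27.0 reads per mcPC sample for Aqp4 and 14.3 for Snhg11.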

We therefore filtered the data by removing all transcripts whose mean abundance was lower than an empirical threshold of 0.8 TPM in VSMCs (2,389 genes). Moreover, the 15 transcripts the most highly enriched in mcPCs (LFC > 7.8) were mainly from erythrocyte-specific genes, such as globin subunits encoding genes, and were also discarded yielding a final dataset of 12,203 genes (Supplementary Dataset S1).

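The whole table holds 59 genes with a LFC over 7.8 in the authors' deposited table. The filter on VSMC abundance removed 44 of them, which leaves 15. The LFCs of those left lay, in the authors' deposited table, between 7.99 and 8.78. The descriptions of 9 name a globin or hemoglobin, Ahsp among them. Hbb had 1478 TPM in VSMCs and 119434 TPM in mcPCs, and Alas2 12.7 and 1057 TPM. The others were Slc4a1, Cd52, Ucp2, Alox15 and Lgals5. Cd52, with 154 TPM in mcPCs, is on the list of blood leukocyte genes.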

### Mechanical isolation of brain microvessels

Two rats were used for each isolation (six rats in three independent experiments). The rats were anesthetized and transcardially perfused with Buffer 1 as described above. Cortices were cleared of meninges and gently crushed between two glass slides. Tissue pieces were recovered in 30 mL of Buffer 1 and triturated in a Potter-Thomas homogenizer using 10 strokes at 400 rpm. The homogenate was centrifuged, washed once in Buffer 1 and resuspended in Buffer 1 + 17.5% Dextran. After centrifugation at 2,500 g for 15 min, myelin was eliminated and the pellet resuspended in Buffer 1 + 1% BSA. This suspension was filtered on a 10 µm mesh filter and vessels’ fragments were recovered from the filter in Buffer 1 + 1% BSA.

### Fluorescent *in situ* RNA hybridization (FISH)

Double FISH was performed using the RNAscope® multiplex fluorescent assay (Advanced Cell Diagnostics) with C1 and C2 probes following the manufacturer’s recommendations. Briefly, freshly isolated mcPCs and VSMCs or mechanically isolated brain microvessels were adhered onto glass slides previously coated with Cell-Tac (Corning), fixed in 4% paraformaldehyde (15 min at 4 °C) and dehydrated in an ascending series of ethanol. After treatment in Pretreat solution 3 (isolated cells) or 4 (microvessels) for 15 min at RT, slides were hybridized with FISH probes for 2 h at 40 °C and labelling was revealed using FITC- and Cy3-labeled amplifiers for C1 and C2 probes respectively. Slides were eventually mounted in Fluoromount containing DAPI for nuclei counterstaining. Z-stacks with 0.7 µm steps were acquired on a Leica TCS-SP8 confocal microscope (Leica Microsystems) equipped with a x40 objective (numerical aperture = 1.30), using constant acquisition parameters for each probe. Images shown are maximum intensity projections. Hybridization of a probe targeting Bacillus subtilis dihydrodipicolinate reductase (dapB) transcripts was used as negative control. The references of the probes used are given in Supplementary Table S2.

## Electronic supplementary material

Supplementary information

Supplementary dataset S1

## Data Availability

Raw and processed RNA-Seq data are available in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE100355.

## References

[1] Armulik A, Genové G, Betsholtz C (2011). Pericytes: developmental, physiological, and pathological perspectives, problems, and promises. Dev. Cell.

[2] Etchevers HC, Vincent C, Le Douarin NM, Couly GF (2001). The cephalic neural crest provides pericytes and smooth muscle cells to all blood vessels of the face and forebrain. Dev. Camb. Engl..

[3] Korn J, Christ B, Kurz H (2002). Neuroectodermal origin of brain pericytes and vascular smooth muscle cells. J. Comp. Neurol..

[4] Grant, R. I. *et al*. Organizational hierarchy and structural diversity of microvascular pericytes in adult mouse cortex. *J*. *Cereb*. *Blood Flow Metab*. *Off*. *J*. *Int*. *Soc*. *Cereb*. *Blood Flow Metab*. 271678X17732229, 10.1177/0271678X17732229 (2017).10.1177/0271678X17732229PMC639973028933255

[5] Hartmann DA (2015). Pericyte structure and distribution in the cerebral cortex revealed by high-resolution imaging of transgenic mice. Neurophotonics.

[6] Hill RA (2015). Regional Blood Flow in the Normal and Ischemic Brain Is Controlled by Arteriolar Smooth Muscle Cell Contractility and Not by Capillary Pericytes. Neuron.

[7] Gaengel K, Genové G, Armulik A, Betsholtz C (2009). Endothelial-mural cell signaling in vascular development and angiogenesis. Arterioscler. Thromb. Vasc. Biol..

[8] Sweeney MD, Ayyadurai S, Zlokovic BV (2016). Pericytes of the neurovascular unit: key functions and signaling pathways. Nat. Neurosci..

[9] Attwell D (2010). Glial and neuronal control of brain blood flow. Nature.

[10] Iadecola C, Nedergaard M (2007). Glial regulation of the cerebral microvasculature. Nat. Neurosci..

[11] Hall CN (2014). Capillary pericytes regulate cerebral blood flow in health and disease. Nature.

[12] Mishra A (2016). Astrocytes mediate neurovascular signaling to capillary pericytes but not to arterioles. Nat. Neurosci..

[13] Damisah EC, Hill RA, Tong L, Murray KN, Grutzendler J (2017). A fluoro-Nissl dye identifies pericytes as distinct vascular mural cells during *in vivo* brain imaging. Nat. Neurosci..

[14] Fernández-Klett F, Priller J (2015). Diverse functions of pericytes in cerebral blood flow regulation and ischemia. J. Cereb. Blood Flow Metab. Off. J. Int. Soc. Cereb. Blood Flow Metab..

[15] Armulik A (2010). Pericytes regulate the blood-brain barrier. Nature.

[16] Bell RD (2010). Pericytes control key neurovascular functions and neuronal phenotype in the adult brain and during brain aging. Neuron.

[17] Rustenhoven J, Jansson D, Smyth LC, Dragunow M (2017). Brain Pericytes As Mediators of Neuroinflammation. Trends Pharmacol. Sci..

[18] Sagare AP (2013). Pericyte loss influences Alzheimer-like neurodegeneration in mice. Nat. Commun..

[19] Bondjers C (2003). Transcription profiling of platelet-derived growth factor-B-deficient mouse embryos identifies RGS5 as a novel marker for pericytes and vascular smooth muscle cells. Am. J. Pathol..

[20] Bondjers C (2006). Microarray analysis of blood microvessels from PDGF-B and PDGF-Rbeta mutant mice identifies novel markers for brain pericytes. FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol..

[21] Daneman R (2010). The mouse blood-brain barrier transcriptome: a new resource for understanding the development and function of brain endothelial cells. PloS One.

[22] He L (2016). Analysis of the brain mural cell transcriptome. Sci. Rep..

[23] Zeisel A (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science.

[24] Zhang Y (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J. Neurosci. Off. J. Soc. Neurosci..

[25] Vanlandewijck M (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[26] Wälchli T (2015). Quantitative assessment of angiogenesis, perfused blood vessels and endothelial tip cells in the postnatal mouse brain. Nat. Protoc..

[27] Owens GK, Kumar MS, Wamhoff BR (2004). Molecular regulation of vascular smooth muscle cell differentiation in development and disease. Physiol. Rev..

[28] Cipolla MJ (2014). Increased pressure-induced tone in rat parenchymal arterioles vs. middle cerebral arteries: role of ion channels and calcium sensitivity. J. Appl. Physiol. Bethesda Md 1985.

[29] Cipolla MJ, Smith J, Kohlmeyer MM, Godfrey JA (2009). SKCa and IKCa Channels, myogenic tone, and vasodilator responses in middle cerebral arteries and parenchymal arterioles: effect of ischemia and reperfusion. Stroke.

[30] Kim KJ (2015). Astrocyte contributions to flow/pressure-evoked parenchymal arteriole vasoconstriction. J. Neurosci. Off. J. Soc. Neurosci..

[31] Davis MJ, Hill MA (1999). Signaling mechanisms underlying the vascular myogenic response. Physiol. Rev..

[32] Hill MA, Meininger GA (2012). Arteriolar vascular smooth muscle cells: mechanotransducers in a complex environment. Int. J. Biochem. Cell Biol..

[33] Walsh MP, Cole WC (2013). The role of actin filament dynamics in the myogenic response of cerebral resistance arteries. J. Cereb. Blood Flow Metab. Off. J. Int. Soc. Cereb. Blood Flow Metab..

[34] Hamel E (2006). Perivascular nerves and the regulation of cerebrovascular tone. J. Appl. Physiol. Bethesda Md 1985.

[35] Du W, Stern JE, Filosa JA (2015). Neuronal-derived nitric oxide and somatodendritically released vasopressin regulate neurovascular coupling in the rat hypothalamic supraoptic nucleus. J. Neurosci. Off. J. Soc. Neurosci..

[36] Storch U, Schnitzler MMY, Gudermann T (2012). G protein-mediated stretch reception. Am. J. Physiol. - Heart Circ. Physiol..

[37] Lincoln TM, Dey N, Sellak H (2001). Invited review: cGMP-dependent protein kinase signaling mechanisms in smooth muscle: from the regulation of tone to gene expression. J. Appl. Physiol. Bethesda Md 1985.

[38] Francis SH, Busch JL, Corbin JD (2010). cGMP-Dependent Protein Kinases and cGMP Phosphodiesterases in Nitric Oxide and cGMP Action. Pharmacol. Rev..

[39] Stobart JLL, Lu L, Anderson HDI, Mori H, Anderson CM (2013). Astrocyte-induced cortical vasodilation is mediated by D-serine and endothelial nitric oxide synthase. Proc. Natl. Acad. Sci. USA.

[40] Mulligan SJ, MacVicar BA (2004). Calcium transients in astrocyte endfeet cause cerebrovascular constrictions. Nature.

[41] Berg RMG (2016). Myogenic and metabolic feedback in cerebral autoregulation: Putative involvement of arachidonic acid-dependent pathways. Med. Hypotheses.

[42] Roman RJ (2002). P-450 metabolites of arachidonic acid in the control of cardiovascular function. Physiol. Rev..

[43] Gebremedhin D (2016). Expression of CYP 4A ω-hydroxylase and formation of 20-hydroxyeicosatetreanoic acid (20-HETE) in cultured rat brain astrocytes. Prostaglandins Other Lipid Mediat..

[44] Fouillade C (2013). Transcriptome analysis for Notch3 target genes identifies Grip2 as a novel regulator of myogenic response in the cerebrovasculature. Arterioscler. Thromb. Vasc. Biol..

[45] Winkler EA, Sagare AP, Zlokovic BV (2014). The pericyte: a forgotten cell type with important implications for Alzheimer’s disease?. Brain Pathol. Zurich Switz..

[46] Martins, V. L. *et al*. Suppression of TGFβ and Angiogenesis by Type VII Collagen in Cutaneous SCC. *J*. *Natl*. *Cancer Inst*. **108** (2016).10.1093/jnci/djv29326476432

[47] Yokota K (2017). Periostin Promotes Scar Formation through the Interaction between Pericytes and Infiltrating Monocytes/Macrophages after Spinal Cord Injury. Am. J. Pathol..

[48] Zhu L-H (2015). Mindin regulates vascular smooth muscle cell phenotype and prevents neointima formation. Clin. Sci. Lond. Engl. 1979.

[49] Podjaski C (2015). Netrin 1 regulates blood-brain barrier function and neuroinflammation. Brain J. Neurol..

[50] Papadimitriou E (2016). Pleiotrophin and its receptor protein tyrosine phosphatase beta/zeta as regulators of angiogenesis and cancer. Biochim. Biophys. Acta.

[51] Héroult M (2004). Heparin affin regulatory peptide binds to vascular endothelial growth factor (VEGF) and inhibits VEGF-induced angiogenesis. Oncogene.

[52] Boulay A-C (2017). Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface. Cell Discov..

[53] Lazarowski ER, Harden TK (2015). UDP-Sugars as Extracellular Signaling Molecules: Cellular and Physiologic Consequences of P2Y14 Receptor Activation. Mol. Pharmacol..

[54] Kreda SM, Seminario-Vidal L, Heusden Cvan, Lazarowski ER (2008). Thrombin-promoted release of UDP-glucose from human astrocytoma cells. Br. J. Pharmacol..

[55] Jourdren L, Bernard M, Dillies M-A, Le Crom S (2012). Eoulsan: a cloud computing-based framework facilitating high throughput sequencing analyses. Bioinforma. Oxf. Engl..

[56] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

[57] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Research.

[58] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq. 2. Genome Biol..

# Supplementary material for: Isolation and differential transcriptome of vascular smooth muscle cells and mid-capillary pericytes from the rat brain
**Source:** Sci Rep. 2018 Aug 16;8:12272. doi: 10.1038/s41598-018-30739-5
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

**Isolation and differential transcriptome of vascular smooth muscle cells and mid-capillary pericytes from the rat brain.**

Stéphanie Chasseigneaux, Yasmine Moraca, Véronique Cochois-Guégan, Anne-Cécile Boulay, Alice Gilbert, Stéphane Le Crom, Corinne Blugeon, Cyril Firmo, Salvatore Cisternino, Jean-Louis Laplanche, Emmanuel Curis, Xavier Declèves, Bruno Saubaméa.

**Table S1.** Sequences of forward (F) and reverse (R) primers used in qRT-PCR experiments.

| Gene           | Primer sequence                                           |
|----------------|-----------------------------------------------------------|
| <i>Syn</i>     | F : GCCACGGACCCAGAGAACATTA<br>R : TTCAGGAAGCCAAACACCACT   |
| <i>Snap25</i>  | F : CTGCCCCTGTGGTGGATGAA<br>R : ATGCCGCTCACCTGCTCTAG      |
| <i>Aldh1l1</i> | F : GTGTGAGGTGCTTCCAGATGAC<br>R : GCTGTACCCTCTGCGATCAG    |
| <i>Gfap</i>    | F : AGGCAGAAGCTCCAAGATGAAAC<br>R : TCTCCAGATCCACACGAGCCAA |
| <i>Aqp4</i>    | F : TGAATCCAGCTCGATCCTTTGG<br>R : TCCACGTCAGGACAGAAGACAT  |
| <i>Mog</i>     | F : AGACCACTCCTACCAAGAAGAAG<br>R : ATAGGCACAAGGGCAATGAGAG |
| <i>Cx3cr1</i>  | F : TCGCCCCAGTTCATGTTTAC<br>R : GGACGAAGCCCAGGATGTT       |
| <i>C1qa</i>    | F : GAGCACCCAACGGGAAGGA<br>R : GTCTCCTTTAAGACCTCGGATACC   |
| <i>Tnf</i>     | F : CGGTCCCAACAAGGAGGAGA<br>R : AGAAGATGATCTGAGTGTGAGGGT  |
| <i>Tek</i>     | F : GGGGGAGTGGAGTGAAGAACT<br>R : CCGTCCACGATTGTCCAAGAAAC  |
| <i>Abcb1a</i>  | F : CAACCAGCATTCTCCATAATA<br>R : CCCAAGGATCAGGAACAATA     |
| <i>Cldn5</i>   | F : CAGCCCCCAACCCACAGC<br>R : CACCCAGCCTACCAGACACA        |
| <i>Pdgfrb</i>  | F : GGGCAATGATGTGGTCAACTT<br>R : GGGCACTCCGAAGAGGTAAT     |
| <i>Cspg4</i>   | F : ACCAGCTAGAGGTAGTCCAGG<br>R : GACACCATCACCAAGTAGCCAG   |
| <i>Rgs5</i>    | F : GCCACACTCATGCCTGGAAA<br>R : GGCTTCTCCGGCTTCTCATTA     |
| <i>Tagln</i>   | F : CCAGACTGTTGACCTCTTTGAA<br>R : CTCCACGGTAGTGTCCATC     |
| <i>Myh11</i>   | F : ATCGTGAAGACCAGTCCATTCT<br>R : GATGCCACCACAGCCAAATACT  |
| <i>Tbp</i>     | F : TGCACAGGAGCCAAGAGTGAA<br>R : CACATCACAGTCCCCACCA      |

**Table S2.** References of probes used in FISH experiments.

| Accession number    | Gene Name         | ACD Probe name | Target Region | Channel  |
|---------------------|-------------------|----------------|---------------|----------|
| NM_031525.1         | <i>Pdgfrb</i>     | Rn- Pdgfrb     | 999-1993      | C2       |
| NM_138518.2         | <i>Crispld2</i>   | Rn-Crispld2    | 602-1535      | C1       |
| ENSRNOT000000007467 | <i>RGD1566368</i> | Rn-Slc6a20-O2  | 219-1347      | C1 or C2 |

**Table S3.** Abundances (summarized at the gene level and expressed in Transcripts Per Million, TPM) of selected contaminating transcripts from unwanted cells in the whole data set. Abundances of selected transcripts specific for mural cells are indicated in bold characters for matter of comparison.

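Table S3 lists mean abundances of genes that other brain cells express, beside those of mural markers. Each value in TPM found in the table of the series matched it to the rounding given. The 8 genes marked n.d. have no row there under their symbols. Such genes had no read in at least 1 sample, were outside the cDNA set or are listed under another symbol. A mark of n.d. therefore does not give a level. In mcPCs, where erythrocyte transcripts take up most TPM, scaling TPM to its total without them raised Tie1 to 8.39 TPM and Tek to 4.22 TPM.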

|                         | Ensembl_ID                 | Gene name            | TPM in VSMCs   | TPM in mcPCs   |
|-------------------------|----------------------------|----------------------|----------------|----------------|
| Astrocyte markers       | ENSRNOG000000016043        | <i>Aqp4</i>          | 0.05           | 0.09           |
|                         | ENSRNOG000000005697        | <i>Slc6a11</i>       | n.d.           | n.d.           |
|                         | ENSRNOG000000032871        | <i>Mlc1</i>          | n.d.           | n.d.           |
| Neuron markers          | ENSRNOG000000001837        | <i>Sst</i>           | n.d.           | n.d.           |
|                         | ENSRNOG000000036802        | <i>Snhg11</i>        | 0.14           | 0.10           |
|                         | ENSRNOG000000009768        | <i>Npy</i>           | n.d.           | n.d.           |
| Oligodendrocyte markers | ENSRNOG000000028648        | <i>Olig1</i>         | n.d.           | n.d.           |
|                         | ENSRNOG000000000775        | <i>Mog</i>           | 0.50           | 0.31           |
|                         | ENSRNOG000000018700        | <i>Mobp</i>          | 0.33           | 0.38           |
| Microglial markers      | ENSRNOG000000055156        | <i>Tnf</i>           | n.d.           | n.d.           |
|                         | ENSRNOG000000011205        | <i>Ccl3</i>          | n.d.           | n.d.           |
|                         | ENSRNOG000000011406        | <i>Ccl4</i>          | n.d.           | n.d.           |
| Endothelial markers     | ENSRNOG000000045811        | <i>Cldn5</i>         | 0.64           | 15.44          |
|                         | ENSRNOG000000020173        | <i>Tie1</i>          | 0.55           | 2.76           |
|                         | ENSRNOG000000008587        | <i>Tek</i>           | 0.14           | 1.39           |
| <b>Mural markers</b>    | <b>ENSRNOG000000018461</b> | <b><i>Pdgfrb</i></b> | <b>614.46</b>  | <b>388.24</b>  |
|                         | <b>ENSRNOG000000017208</b> | <b><i>Cspg4</i></b>  | <b>387.89</b>  | <b>95.21</b>   |
|                         | <b>ENSRNOG000000002730</b> | <b><i>Rgs5</i></b>   | <b>6298.45</b> | <b>1703.21</b> |

## Dataset S1

*Dataset S1.xlsx is available as a separate file in the supplemental material.*

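Supplementary Dataset S1 holds the genes of the final dataset. For all 1749 rows read from it, which begin with the genes most enriched in VSMCs, the LFC lay within 0.001 of the value in the authors' deposited table. The LFC was within 0.05 of the log2 ratio of the authors' mean normalized counts for 89.4% of all genes.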

Final dataset of the RNA-Seq experiment (n = three independent experiments). Each row corresponds to one gene and columns are entitled as follows:

- Ensembl\_Gene\_ID (Ensembl ID of the gene)
- Entrez\_Gene\_ID (Entrez Gene ID of the gene)
- Gene\_Symbol (gene official name)
- Gene\_Description (gene full name)
- MeanTPM\_VSMC (mean abundance in VSMCs in Transcripts Per Million)
- MeanTPM\_mcPC (mean abundance in mcPCs in Transcripts Per Million)
- MeanCounts\_VSMC (mean counts in VSMCs in number of reads)
- MeanCounts\_mcPC (mean counts in mcPCs in number of reads)
- MeanLength\_VSMC (mean transcript length in VSMCs)
- MeanLength\_mcPC (mean transcript length in mcPCs)
- baseMean (mean normalized counts in VSMCs and mcPCs)
- MeanCountsNorm\_VSMC (mean normalized counts in VSMCs)
- MeanCountsNorm\_mcPC (mean normalized counts in mcPCs)
- log2FoldChange (log2 of the expression Fold Change between mcPCs and VSMCs)
- LFC SE (standard error of the log2 fold change)
- LFC pvalue (p-value associated to log2 fold change)
- LFC padj (Benjamini-Hochberg adjusted p-value associated to log2 fold change)
- GO Location (cell compartment of the encoded protein as given by Gene Ontology)
- GO Family (family of the encoded protein as given by Gene Ontology)

**Figure S1**

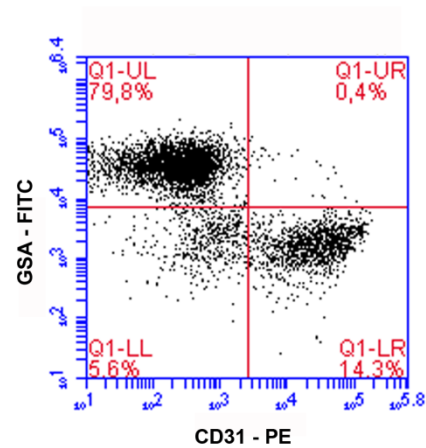

**Figure S1**

Flow cytometry analysis of cells dissociated from cerebral arterioles and doubly labelled with the fluorescent lectin conjugate GSA-FITC and the endothelial cell specific anti-CD31-PE antibody. Cells are either CD31<sup>+</sup>GSA<sup>-</sup>, CD31<sup>-</sup>GSA<sup>+</sup>, or CD31<sup>-</sup>GSA<sup>-</sup> with virtually no CD31<sup>+</sup>GSA<sup>+</sup> cells. Therefore, contrary to what is known in the mouse brain, the lectin GSA-FITC does not stain endothelial cells in the rat brain. Moreover, qRT-PCR analysis reveals that GSA-FITC<sup>+</sup> cells are VSMCs (see Results).

**Figure S2**

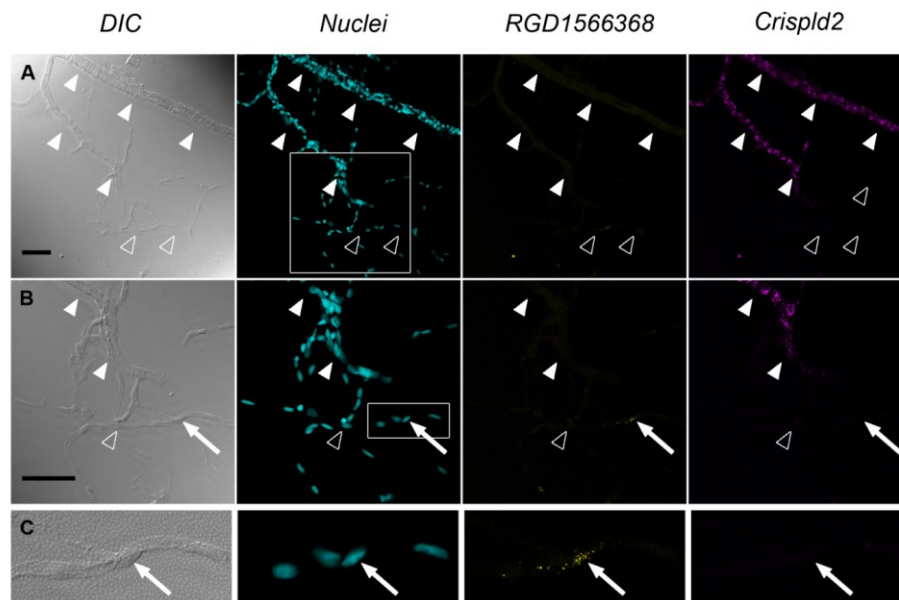

**Figure S2**

Double FISH staining of *RGD1566368* (yellow) and *Crispld2* (magenta) transcripts in mural cells of mechanically isolated brain vessels. **A**, Image of a continuous vascular fragment extending from an arteriole and its first downstream segment (arrowheads) to the mid-capillary bed (empty arrowheads). **B**, Enlargement of the boxed area in A. **C**, Enlargement of the boxed area in B. The expression of *Crispld2* is high in the proximal arteriolar segment (arrowheads) but vanishes in the distal capillary segment (empty arrowheads) where a *RGD1566368* expressing pericyte is visible (arrow). No mural cells coexpressing *Crispld2* and *RGD1566368* are found in the arteriolar-capillary transition. **A,B,C**, DIC image in gray, Hoechst staining (nuclei) in cyan, scale bar 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

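RNA-Seq was carried out on 6 samples, 3 of VSMCs and 3 of mcPCs of the rat cortex, from 3 isolations. The authors trimmed and filtered the reads with Eoulsan, estimated abundances and counts with Salmon on the Ensembl cDNA set of Rnor_6.0, summed them per gene with tximport, and normalized and compared them with DESeq2. They kept genes with at least 1 read in each sample. The deposited table of the series holds the result. Its TPM values are the authors' mean transcript abundances of each cell type. Its estimated counts are the authors' mean of Salmon's estimated counts, which are means per sequencing run and were multiplied by 4 runs to give reads per sample. The authors' normalized counts are signal values, the counts divided by DESeq2's normalization factors, as means of each cell type and over all samples. Mean lengths per gene, also deposited by the authors, are effective lengths. The log2 fold change and its standard error are the authors' estimates for mcPCs over VSMCs. The p-values and adjusted p-values are the authors' DESeq2 results.

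Values per sample were not used here, because the table gives means only. The test planned for counts per sample was therefore not run, and counts of differentially expressed genes are counts of the authors' calls. In the same way no sample was left out in turn, no isolation block was fitted and other splits of the samples were not tried. The labels DN, DL and DK, shared by a VSMC and a mcPC sample each, come from the sample titles and are taken as the isolations. Recomputing Benjamini-Hochberg adjustment from the p-values gave 100% of the adjusted p-values within rounding, over 14604 genes. The deposited log2 fold changes and standard errors gave the deposited p-values by a two-sided Wald test, apart from the smallest p-values, which were not compared.

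The final dataset was rebuilt with a minimum of 0.8 TPM in VSMCs and without the 15 genes whose log2 fold change was over 7.8. For scaling, log2 ratios of mean TPM and of mean counts scaled to the same total were computed with a pseudocount of 0.1, with 1 as an alternative. Counts and TPM were also scaled after leaving out an erythrocyte list and the 15 genes. The median of log2 ratios over the final dataset was -0.11 for the authors' log2 fold change, -1.88 for the TPM ratio, -0.66 for counts scaled to the same total, 0.07 for counts without erythrocyte genes and -0.33 for TPM without them. TPM ratios centred on their median were added after the data were seen. Precision is limited by 3 samples per cell type, and intervals rest on the authors' standard errors. Genes with a few reads per sample in either cell type have uncertain fold changes.

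Lists of marker genes were written before the data were examined, apart from a list of immature neuron genes. The median log2 fold change of a list was placed among 10000 random lists of the same size, drawn from the 200 genes nearest in mean normalized counts, with a percentile under 2.5 or over 97.5 taken as a shift. A list with fewer than 80% of its genes in the table was not used to decide. Family labels are not in the table and were at hand only for the part of Supplementary Dataset S1 that was read, the genes most enriched in VSMCs. The planned enrichment of families, which needs labels for the other genes too, was therefore not run, and words in gene descriptions were tested in its place with Fisher's exact test and Benjamini-Hochberg adjustment. Gene Ontology terms were not used. The genes named are those the paper names, the marker lists, the 15 discarded genes, and the 5 highest and 5 lowest log2 fold changes of the final dataset. Receptor and CYP4 genes outside the paper's text were found by their symbols. Marker lists were matched by symbol, so a gene listed under another symbol or none was missed. No coordinates are given, since the gene table at hand is of GRCr8, another assembly.

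The steps were tested on simulated data. Of 200 genes changed by known amounts, 99.0% were recovered within 0.3 on the log2 scale in the presence of a gene taking most of the library. Counts in that test had Poisson noise only, and the dominant gene was known and left out. Of 200 shifted lists, 100% were called shifted, and of 200 lists drawn at random 6%. For these lists the log2 fold changes had been shuffled over genes. Lists whose genes change together, and a relation of fold change with expression, were therefore not represented. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.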

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

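The tests of leukocyte, immature neuron and mitochondrial genes were chosen after the result was seen. The other tests were set before.

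All 10 genes of a blood leukocyte list that have a row in the table were more than 4-fold higher in mcPCs, with a median log2 fold change of 8.46 in the authors' deposited table. They include Ptprc (0.0659 and 15.1 TPM in VSMCs and mcPCs), Coro1a (0.136 and 50.5 TPM in VSMCs and mcPCs) and Cd8a (0.0272 and 10.9 TPM in VSMCs and mcPCs). RNA from blood leukocytes in the negatively sorted mcPC fraction is a candidate explanation. Without the genes seen in a first look at the table, the list's median stood at percentile 100 of matched random lists. Only 5 of 18 genes had a row, so the test cannot decide. A gene without a row had no read in at least 1 sample, was outside the cDNA set or is listed under another symbol. Expression by pericytes was not tested either, and the pattern cannot be told apart from that explanation.

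Of the 14 immature neuron genes in the table, 11 were more than 4-fold higher in mcPCs, such as Tubb2b (0.652 and 27.2 TPM in VSMCs and mcPCs), Cd24 (0.254 and 8.69 TPM in VSMCs and mcPCs) and Dcx (0.0810 and 2.15 TPM in VSMCs and mcPCs). Dpysl3 and Nrep were lower in mcPCs, at -1.19 and -1.54 in the authors' deposited table. RNA from immature neurons may be present in the negatively sorted mcPC fraction. The list's median was at percentile 100 of matched random lists, with 14 of 26 genes in the table, too few to decide. The others had no read in at least 1 sample, were outside the cDNA set or are listed under another symbol. The pattern cannot be told apart from that explanation.

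Of the 24 cell-cycle genes in the table, 15 were more than 4-fold higher in mcPCs by the log2 fold change of the authors' deposited table. Among them were Mki67 with 3.75 and Top2a with 3.40. Their abundance was low, with 1.17 and 4.53 TPM in VSMCs and mcPCs for Mki67 and 1.36 and 4.23 TPM for Top2a. Pcna went the other way, at -0.99 in the authors' deposited table. The list's median was 2.44 in the authors' deposited table, and 0.59 on the TPM ratio as it stands, which lowers most genes. Both were at percentile 100 of matched random lists. Cycling cells other than pericytes in the negatively sorted fraction could be the source, but cycling pericytes would give the same result, and the pattern cannot be told apart from either explanation.

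All 12 mitochondrially encoded genes of the list were more than 4-fold higher in mcPCs, between 2.02 and 2.71 in the authors' deposited table. The authors' normalization was tested as an explanation, with TPM ratios relative to the median gene. The 13 mitochondrially encoded genes of the whole table then had a median of 2.38, against 2.28 in the authors' deposited table. Centring comes close to the authors' own scale, so this test is void and cannot decide. Without centring the list's median was 0.49, at the 99.8 percentile of matched random lists on that scale. A factor common to all genes changes the size of the rise and leaves this position as it is, so the size of the rise cannot be told apart from the normalization. Most of the genes had been seen in the first look at the table, and the 4 others stood at the 97.4 percentile, too few to decide. Cell damage during isolation and a difference in mitochondrial content were not tested.

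Of the 27 immediate-early and stress genes in the table that the paper does not name, 20 were more than 4-fold higher in VSMCs, with a median of 615 TPM in VSMCs and 24.9 TPM in mcPCs. Fos had 4441 and 45.2 TPM, Egr1 1660.3 and 27.7 TPM and Atf3 652 and 8.15 TPM. Nfkbia and Egr3 went the other way, at 1.06 and 0.42 in the authors' deposited table. Arterioles were digested again after the filtrate had been put on ice. A longer enzymatic dissociation of the arterioles is a candidate explanation, and the list's median lay at percentile 0 of matched random lists, as it would if that were the cause. A higher expression of these genes in VSMCs of the living brain would give the same result, and the design has no sample that separates them. Without the list, 780 genes remain more than 4-fold higher in VSMCs.

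The filter on VSMC abundance removed 44 genes with a log2 fold change over 7.8. It removed 572 genes with at least 0.8 TPM in mcPCs. A gene expressed in mcPCs alone is removed in the same way as a gene of a contaminating cell, and the table cannot separate them.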

How the results depend on the processing

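No paired analysis was possible because the table gives means of each cell type and no value per isolation. For the same reason the fits with DESeq2 on counts per sample, with the isolation as a block and with each replicate left out were not run, and other splits of the samples were not counted. The planned protein family enrichment was not run, because family labels were at hand only for the 1749 genes most enriched in VSMCs and the comparison needs labels for all genes. For the number of differentially expressed genes, the scalings of TPM and counts and the interval on the fold change give no value, as they hold no test. Apart from the centred TPM ratio and all that concerns words in gene descriptions, the alternatives were set before the data were examined.

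The number of differentially expressed genes was 8264 and lay between 7302 and 9775 under the alternatives run. Counts past the fold limits depended on the scaling. With the ratio of mean TPM, 10157 genes were at least 2-fold higher in VSMCs and 302 in mcPCs, against 1897 and 1552, and 5285 and 140 were past 4-fold, against 801 and 631. With counts scaled to the same total, 3884 genes were at least 2-fold higher in VSMCs, 882 in mcPCs and 357 past 4-fold in mcPCs. The share of 2-fold different genes that were higher in VSMCs was 55.0%, and became 97.1% with TPM and 81.5% with scaled counts. Erythrocyte transcripts in mcPCs lower every other gene on these scales. With counts scaled without them, 1534 and 1866 genes passed 2-fold, and with TPM ratios centred on their median, added after the data were seen, 1608 and 1754.

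The filter mattered for mcPCs. With no filter, 2981 genes were at least 2-fold and 1769 at least 4-fold higher in mcPCs. With 0.8 TPM asked in either cell type, 1200 were past 4-fold in mcPCs, and with 2 TPM in VSMCs 388. With 0.8 TPM in both cell types, 484 genes were past 4-fold in VSMCs. The cause of these changes was not tested beyond the filter itself.

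Of the named genes, 26 values changed sign. The TPM ratio, with pseudocounts of 0.1 and 1, was -0.95 and -0.91 for Calcrl, -1.46 and -1.39 for Cyp4f5, -1.80 and -1.76 for Gabbr1, -0.56 and -0.20 for Mog, -0.66 and -0.66 for Pdgfrb, -0.46 and -0.0728 for Prkg2, -1.55 and -1.29 for Ptger1, -0.40 and -0.33 for Ptger4, and -0.23 and -0.0440 for Snhg11. Counts scaled to the same total gave -0.21 for Cyp4f5, -0.48 for Gabbr1, -0.0540 for Prkg2 and -0.33 for Ptger1. Counts scaled without erythrocyte genes gave 0.0873 for Cyp4f6, 0.0163 for Gucy1b3 and 0.16 for Rgs5. The first scales lower most genes in mcPCs and the last raises most, and relative to the median gene only Cyp4f6 changed sign. The centred TPM ratio of Cyp4f6 was 0.0361. Another 248 values moved without a change of sign, and 81 moved by less than 1 standard error. On the centred TPM ratio 53 genes stayed within that error.

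Of the marker lists, the interferon list had a median of -0.29 on the TPM ratio, where the median of all genes is shifted, and remained above its matched random lists. The endothelial list fell within the middle of matched lists in the final dataset, with a median of 0.35, but the filter had removed more than the share of its genes allowed for a decision. The oligodendrocyte list, with a median of 1.73 and 3 genes, stood at the 97.9 percentile there and at the 94.9 percentile with all genes, with too few of its genes in the table to decide in either case.

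Genes close to absent in one cell type rest on few reads, such as Susd5 and Olr63 with 4.00 reads per mcPC sample.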

Differences from the paper's values

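The numbers of genes in each dataset and past the thresholds, counted again in the table, are those of the paper. The log2 fold changes of RGD1566368 and Crispld2 and the abundances in Table S3 were read from the table and are also those of the paper. Log2 ratios recomputed from mean TPM differ, at 5.48 for RGD1566368 and -6.76 for Crispld2. Some statements of the paper read differently beside the values.

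The paper describes Mcam and Pdgfrb as similarly expressed in both cell types. In the authors' deposited table their log2 fold changes are -1.11 and 1.17, past the paper's 2-fold limits, although both 95% intervals include those limits. On the TPM ratio relative to the median gene they are -1.07 and 1.22. Other scales move both genes in the same direction. Mcam and Pdgfrb are at -0.95 and 1.34 with counts scaled without erythrocyte genes, at -1.69 and 0.59 with counts scaled to the same total, and at -2.95 and -0.66 on the TPM ratio as it stands, so none of these scales puts both nearer to 0.

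The paper states that transcripts of the CYP4A genes were absent. Cyp4a8 has a row in the table, with 0.135 TPM in VSMCs and 12.4 reads per sample, under the filter of the final dataset. Likewise the paper states that Prkg2 was not expressed, and Prkg2 has 0.0967 TPM and 17.7 reads per VSMC sample.

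The paper describes the contamination of mcPCs by erythrocytes as slight. Erythrocyte and discarded genes held 67.1% of the mean TPM and 40.5% of the mean counts of mcPCs. These are shares of transcripts and do not measure the share of cells, so they do not contradict the paper's description.

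The paper gives the discarded genes, after its filter on VSMC abundance, as those most enriched in mcPCs. That holds for the filtered genes and is no difference. The whole table, before the filter, holds 59 genes above the same limit.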

Other observations

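The test of the TPM scale and that of the endothelial list were chosen after the result was seen. The others were set before.

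Mean TPM was lower in mcPCs for 93.9% of genes of the final dataset, and 806 genes counted as at least 2-fold higher in mcPCs had a lower mean TPM there. Erythrocyte transcripts taking up the library are a candidate explanation. Leaving them out and scaling again brought the median log2 TPM ratio from -1.88 to -0.33, against -0.11 for the authors' log2 fold change, within the 0.25 set as the limit. Comparing the TPM columns between cell types without such a step could therefore mislead. No biological explanation was tested.

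The endothelial list stood at percentile 100 of matched random lists, as RNA from endothelial cells in the negatively sorted mcPC fraction would give. Genes such as Esam, Flt1 and Slc2a1 did not share the shift, with log2 fold changes of 0.43, -0.78 and -0.50 in the authors' deposited table. Expression of part of the list by pericytes could add to it and cannot be separated.

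Microglial and macrophage genes stood at percentile 99.99, but only 7 of 19 tested genes are in the table, too few to decide. The others had no read in at least 1 sample, were outside the cDNA set or are listed under another symbol. Csf1r had 0.111 TPM in VSMCs and 3.94 TPM in mcPCs. The pattern cannot be told apart from RNA of microglia and macrophages in the negatively sorted mcPC fraction.

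The interferon-response list was at percentile 100, as a general interferon response in the mcPC fraction would give. Of the 23 genes in the table 22 were higher in mcPCs by the authors' deposited table, 20 of them with an adjusted p-value under 0.05 by DESeq2, and the size of the change varied. Rsad2 had a log2 fold change of 8.00, Irf7 of 4.86 and Bst2 of 4.69 in the authors' deposited table, whereas Isg15 had 0.29, Ifit3 0.40 and Irf9 -0.11. On the raw TPM ratio the list's median was -0.29, above its matched random lists. Leukocytes may also carry these transcripts, which was not tested, so the source of the shift is open.

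A list of perivascular fibroblast genes was at percentile 99.96. RNA from perivascular fibroblasts in the mcPC fraction could contribute, but Col1a1 and Col3a1 were at -0.12 and -0.62 in the authors' deposited table and Slc6a13 at 7.24, so the list did not move together.

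Gene length bias was tested as a source of differences between the cell types. Spearman's rho between log2 fold change and mean effective length across genes of the final dataset was -0.0928, within the 0.2 set as the limit.

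Of the table's genes, 100 have mean TPM and counts equal to those of another gene, 84 of them in the final dataset, so that a few genes are counted more than once in the numbers above.

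The genes with the lowest log2 fold changes of the final dataset after Xirp1 and Susd5 were Kcna5 with -9.06, Sncg with -8.87 and Srl with -8.82 in the authors' deposited table. At the other end, Slc22a8 and Creg1, with 7.59 and 7.53 in the authors' deposited table, are not discussed by the paper.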
